# Progressive induction of hepatocyte progenitor cells in chronically injured liver

**DOI:** 10.1038/srep39990

**Published:** 2017-01-04

**Authors:** Naoki Tanimizu, Norihisa Ichinohe, Masahiro Yamamoto, Haruhiko Akiyama, Yuji Nishikawa, Toshihiro Mitaka

## Abstract

Differentiated epithelial cells show substantial lineage plasticity upon severe tissue injuries. In chronically injured mouse livers, part of hepatocytes become Sry-HMG box containing 9 (Sox9) (+) epithelial cell adhesion molecule (−) hepatocyte nuclear factor 4 α (+) biphenotypic hepatocytes. However, it is not clear whether all Sox9^+^ hepatocytes uniformly possess cellular properties as hepatocyte progenitors. Here, we examined the microarray data comparing Sox9^+^ hepatocytes with mature hepatocytes and identified CD24 as a novel marker for biphenotypic hepatocytes. Immunohistochemical analyses showed that part of Sox9^+^ hepatocytes near expanded ductular structures expressed CD24 in the liver injured by 3,5-diethoxycarbonyl-1,4-dihydro-collidine (DDC) diet and by bile duct ligation. Indeed, Sox9^+^ hepatocytes could be separated into CD24^−^ and CD24^+^ cells by fluorescence activated cell sorting. The ratio of CD24^+^ cells against CD24^−^ ones in Sox9^+^ hepatocytes gradually increased while DDC-injury progressed and colony-forming capability mostly attributed to CD24^+^ cells. Although hepatocyte markers were remarkably downregulated in of Sox9^+^ CD24^+^ hepatocytes, they re-differentiated into mature hepatocytes *in vitro* and *in vivo*. Our current results demonstrate that the emergence of biphenotypic hepatocytes is a sequential event including the transition from CD24^−^ and CD24^+^ status, which may be a crucial step for hepatocytes to acquire progenitor properties.

It has been considered that many types of epithelial tissues and organs contain tissue specific stem/progenitor cells, which continuously supply multiple types of cells throughout life. However, except the gastrointestinal tracts and the skin^1^,^2^, it remains ambiguous whether tissue specific stem/progenitor cells majorly contribute to tissue/organ homeostasis and regeneration.

Liver stem/progenitor cells (LPCs) are defined as bipotential cells differentiating into two types of liver epithelial cells, hepatocytes and cholangiocytes. Hepatoblasts, embryonic LPCs, which can be identified as Dlk-1^+^, CD13^+^, E-cadherin^+^, and Liv-2^+^ cells in mid gestation^3^,^4^,^5^,^6^,^7^, and differentiate into hepatocytes and cholangiocytes during development^8^. Adult LPCs are enriched in cellular fractions positive for epithelial cell adhesion molecule (EpCAM), CD13, CD133, and MIC1–1C3 isolated from healthy and injured livers^9^,^10^,^11^,^12^. Furthermore, recent works using a genetic lineage tracing technique showed that LPCs marked with Sry-HMG box containing 9 (Sox9) expression continuously supplied new hepatocytes in developing liver^13^ and in healthy adult one^14^, whereas LPCs labeled with osteopontin (OPN) expression differentiated to hepatocytes during the recovery from chronic injury induced by choline-deficient ethionine-supplemented (CDE) diet^15^. However, more recently, a possibility has been proposed that mature hepatocytes (MHs) rather than LPCs mainly contribute to supplying new MHs in healthy and in injured livers^16^,^17^,^18^. We previously demonstrated that part of MHs show intermediate status between hepatocytes and cholangiocytes in chronically injured livers and behave as hepatocyte progenitors^19^. These intermediate cells were called “biphenotypic hepatocytes”^20^. However, it remains largely unknown whether biphenotypic hepatocytes derived from MHs are homogeneous population and how the lineage plasticity of MHs is controlled.

We performed microarray analysis comparing Sox9^+^EpCAM^−^ biphenotypic hepatocytes isolated from 3,5-diethoxycarbonyl-1,4-dihydro-collidine (DDC)-injured livers with MHs. Based on the result, we separated Sox9^+^EpCAM^−^ hepatocyte progenitors into CD24^−^ and CD24^+^ populations. The ratio of CD24^+^ cells against CD24^−^ ones gradually increased during DDC-injury and the capability of clonal proliferation mostly attributed to CD24^+^ cells. Even though CD24^+^ cells remarkably reduced most of hepatocyte markers, they re-differentiated into MHs both *in vitro* and *in vivo*. In contrast, their potential differentiating into cholangiocyte-like cells was limited. Thus, part of MHs acquire clonal proliferative capability, through the transition from CD24^−^ to CD24^+^ status, whereas they maintain potential re-differentiating into MHs. It may be important that biphenotypic hepatocytes maintain the potential re-differentiating into MHs for liver tissue regeneration.

## Results

### CD24 is upregulated in Sox9^+^EpCAM^−^ hepatocyte progenitors

As previously reported, biphenotypic hepatocytes induced in DDC-, bile duct ligation (BDL)-, and CDE-injured livers can be identified as Sox9^+^EpCAM^−^ cells^19^. The genetic lineage tracing using Mx1Cre:ROSA26, in which MHs were labeled with LacZ after poly(I:C) injection, demonstrated that Sox9^+^ biphenotypic hepatocytes are derived from MHs. In this work, we performed another genetic lineage tracing with ROSA26 mice and AAV8-TBG-Cre, in which MHs were labeled with LacZ after injection of AAV8 into mice, and confirmed that Sox9^+^ biphenotypic cells were originated from MHs (Fig. S1).

In addition to Sox9, part of hepatocytes also expressed osteopontin (OPN) in chronically injured livers^20^. However, we found that the OPN expression was restricted in Sox9^+^ biphenotypic hepatocytes near EpCAM^+^ expanding ductules (Fig. 1). This result suggested that Sox9^+^ biphenotypic hepatocytes consist of heterogeneous cell populations. In order to further clarify such heterogeneity of biphenotypic hepatocytes, we compared gene expression profile of Sox9^+^EpCAM^−^ cells isolated from DDC-injured livers with that of MHs isolated from the healthy livers by microarray (GEO accession number: GSE78778). 

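RNA of 2 samples was compared, 1 of MHs from healthy livers and 1 of Sox9+EpCAM- cells sorted from livers of mice fed with DDC, a compound that causes chronic bile duct injury. Each RNA was labelled with Cy3 and hybridised to 1 Agilent mouse array of the same design, on which the probes are 60 bases long and each spot gives 1 fluorescence value. Both arrays lay on 1 slide and were read in 1 scan. With 1 array per group there are no replicates, so no value has an SD or a test, and the number of arrays limits the precision. The authors deposited the spot intensities that the Feature Extraction software computed after subtracting the background, and a table in which these intensities are divided by the median of the array. Of 43020 spots that are not controls, 27523 were well above background on the MH array and 32158 on the Sox9+EpCAM- array. The 75th percentile of the intensity was 741 on the MH array and 1110 on the Sox9+EpCAM- array. No spot was saturated. For 262 probes printed at least 8 times and well above background on the MH array, the median SD between spots of the same probe was 0.08 on the log2 scale, and it was also 0.08 for 297 such probes on the Sox9+EpCAM- array. This spread covers the spots of an array only, not the variation between mice.
The log2 intensities were set relative to the 75th percentile of each array, and spots marked as outliers on either array were left out. Where a gene had several probes, the probe with the highest mean over the 2 arrays stood for it. A probe that was not well above background on one array has only a bound there, taken as the higher of its own signal and the lowest signal well above background on that array. Of 30153 genes, 19235 were well above background on both arrays, 3610 on the Sox9+EpCAM- array only, 572 on the MH array only and 6736 on neither. With these bounds, 1309 genes were at least 4-fold higher and 1304 genes at least 4-fold lower in Sox9+EpCAM- cells. The size of the change sets these counts, since no test is possible. Background correction by the normexp method, in which low signals are raised by an offset of 50, gave 612 genes higher and 660 genes lower. Among genes measured on both arrays, the largest increase was that of Ier3, with 156-fold, and the largest decrease that of Mup2, with 1094-fold. Both folds divide by or rest on a low signal. Ier3 had 47 on the MH array, where the lowest signal well above background was 27.8. Mup2 had 21.5 on the Sox9+EpCAM- array, where that lowest signal was 18.4. Spp1, which encodes osteopontin, was 122-fold higher in Sox9+EpCAM- cells. The probe of Sox9 was not well above background on the MH array, and its mean intensity over 10 spots was 60.7 on the Sox9+EpCAM- array, at least 1.45-fold higher. The labels give both samples as male, but Xist was well above background on the MH array only and no probe of 4 Y-linked genes was well above background there.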

Among cell surface molecules, *Cd24, Cd*63, *Smoothened (Smo*), and *Cd44* were upregulated in Sox9^+^EpCAM^−^ cells (Fig. 2A). 

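Cd24a, the mouse gene of CD24, has 1 probe on the array, at 43303706 to 43303765 of chromosome 10 (mm9). Its intensity was 6.12 on the MH array, which is not well above background, and 7740 on the Sox9+EpCAM- array. This makes Cd24a at least 186-fold higher in Sox9+EpCAM- cells, a log2 difference of at least 7.54. The probe of Cd63, at 128349813 to 128349872 of chromosome 10, had an intensity of 26.1 on the MH array, also not well above background, and of 5560 on the Sox9+EpCAM- array, at least 134-fold higher. Correction by the normexp method moved the bound of Cd24a to a log2 difference of 5.91. Of 73 genes named Cd followed by a number that were well above background on the Sox9+EpCAM- array, 7 were at least 4-fold higher. Cd24a, Cd63 and Cd247, which was at least 10.3-fold higher, have only bounds, so the order among them is not known. Of those measured on both arrays, Cd68 had the largest difference, with 14.4-fold.
The probes of Smo and of Cd44 differed from each other. The brightest probe of Smo had an intensity of 110000 on the MH array and 104000 on the Sox9+EpCAM- array, a log2 difference of -0.66. The other probe of Smo, at 29711225 to 29711284 of chromosome 6, rose from 7.65, not well above background, to 1290, at least 31.0-fold. Cd44 has 4 probes on chromosome 2. The brightest had intensities of 4190 and 4990 on the MH and Sox9+EpCAM- arrays, a log2 difference of -0.33. The probe at 102654278 to 102654337 rose by 0.90 on the log2 scale and that at 102672645 to 102672704 by 3.98. The probe at 102677971 to 102678030 was not well above background on the MH array and was at least 19.5-fold higher on the Sox9+EpCAM- array. With the median over all probes of a gene, each with its bound, the log2 difference was at least 2.14 for Smo and was 2.44 for Cd44, a choice made after seeing the data. The brightest probe of each of these genes shares a stretch of 20 bases with a probe of another gene, while none of the 4 other probes does.

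**Figure D1:**
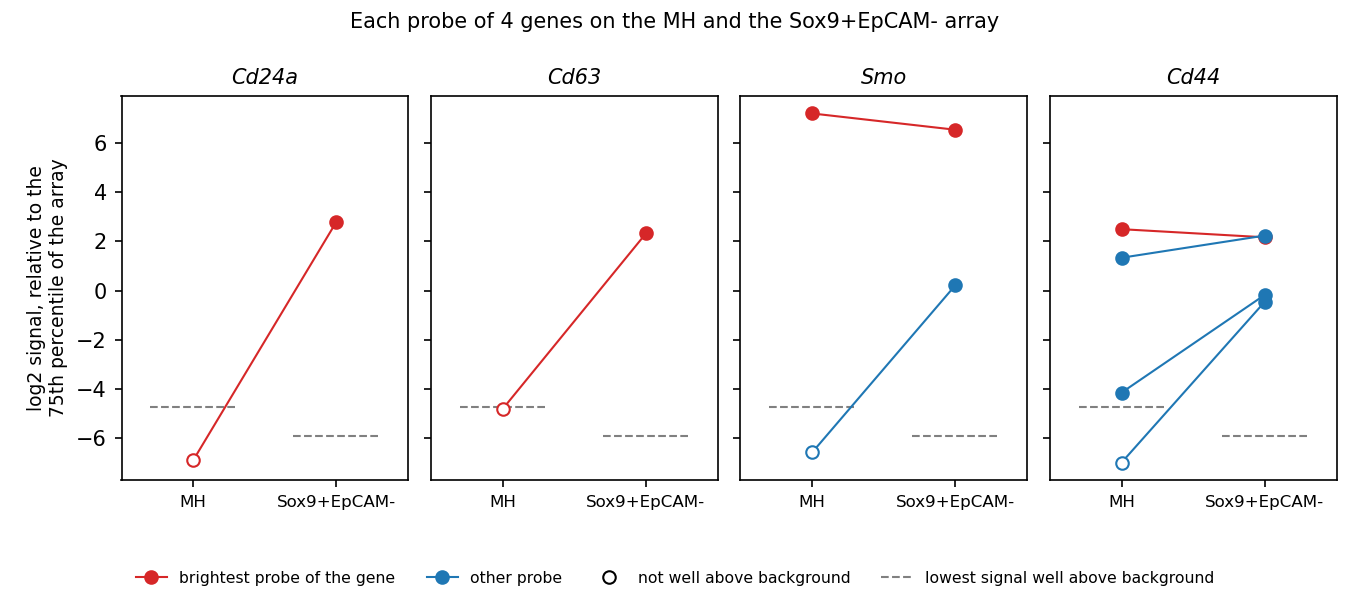
Signal of each probe of Cd24a, Cd63, Smo and Cd44 on the MH array and the Sox9+EpCAM- array, as log2 relative to the 75th percentile of the array, with 1 array per group and no error bars. Lines join the 2 values of a probe, open circles are not well above background and dashed lines mark the lowest signal well above background; the brightest probes of Smo and Cd44 have log2 differences of -0.66 and -0.33 while their other probes rise.

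The paper states from this comparison that the 4 genes were upregulated in Sox9+EpCAM- cells, and it went on to examine them by quantitative PCR.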

We further examined their expressions in Sox9^+^EpCAM^−^ cells and MHs by quantitative PCR, and confirmed that *Cd24* was upregulated by 100-fold in Sox9^+^EpCAM^−^ biphenotypic hepatocytes as compared with MHs (Fig. 2B). This result suggests that CD24 is a new marker for biphenotypic hepatocytes.

### Proliferative hepatocyte progenitors are enriched in Sox9^+^EpCAM^−^CD24^+^ fraction

We tested a possibility that CD24 might recognize a subpopulation of Sox9^+^ biphenotypic hepatocyte. We first examined expression of CD24 in liver tissues injured by DDC-diet or BDL (Fig. 3). In this analysis, we could identify expanding ductular cells and biphenotypic hepatocytes as GFP^+^ hepatocyte nuclear factor 4 α (HNF4α)^−^ and GFP^+^HNF4α^+^ cells, respectively. Immunofluorescence analysis indicated that most of ductular Sox9^+^ cells were positive for CD24. On the other hand, part of Sox9^+^HNF4α^+^ biphenotypic hepatocytes were CD24^+^ in the boundaries between expanded ductular structures and hepatic cords (**closed arrowheads in panels 1~4 of** Fig. 3A,B), whereas Sox9^+^HNF4α^+^ biphenotypic hepatocytes apart from ductular structures were CD24^−^ (**open arrowheads in panels 1~4 of** Fig. 3A,B). The ratios of Sox9^+^HNF4α^+^CD24^+^/Sox9^+^HNF4α^+^CD24^−^ biphenotypic hepatocytes were 7.2/64.0 cells/mm^2^ and 14.4/106.4 cells/mm^2^ in DDC-injured and in BDL-injured livers, respectively (Table S1).

Immunohistochemical data demonstrated that Sox9^+^ hepatocytes emerged in chronically injured livers consist of CD24^−^ and CD24^+^ cells. Indeed, fluorescence activated cell sorting (FACS) analysis for cells isolated from Sox9-EGFP mice fed with DDC-diet demonstrated that Sox9^+^EpCAM^−^ cells could be separated into CD24^−^ and CD24^+^ ones (Fig. 4A). FACS analysis also showed that the ratio of CD24^+^ cells against CD24^−^ ones gradually increased as a period of DDC-feeding was extended (Fig. S2A). We also found that Sox9^+^EpCAM^−^CD24^−^ cells became Sox9^+^EpCAM^−^CD24^+^ ones during 2 weeks of culture, which did not appear in culture of EpCAM^+^ cells (Fig. S2B). Genetic lineage tracing with ROSA26 mice and AAV8-TBG-Cre showed that CD24^+^ hepatocytes were originated from MHs (Fig. S2C). These results indicate that Sox9^+^EpCAM^−^CD24^+^ cells are derived from MHs via Sox9^+^EpCAM^−^CD24^−^ cells.

Then, we isolated Sox9^+^EpCAM^−^CD24^−^ and Sox9^+^EpCAM^−^CD24^+^ cells from DDC-injured livers and examined their proliferative capability. The CD24^+^ fraction contained Ki67^+^ cells more than the CD24^−^ one (Fig. 4B). Furthermore, CD24^+^ cells expressed *cyclin D1 (Ccnd1*) and *cyclin dependent kinase 1 (Cdk1*) more than CD24^−^ ones (Fig. 4C). *Cdk 1* expression in CD24^+^ cells but not CD24^−^ ones was expressed at significantly higher level as compared with MHs. These results suggest that CD24^+^ cells possess higher proliferative capability as compared with CD24^−^ ones. To confirm this assumption, we performed a clonal culture of CD24^−^ and CD24^+^ cells. In this culture condition, EpCAM^+^ cells form large colonies consisting of ALB^−^CK19^+^ cholangiocyte-like cells (Fig. 4D-1). Although colonies containing ALB^+^ hepatocytes and CK19^+^ cholangiocytes emerged in both cultures (Fig. 4D-2 & 3), Sox9^+^EpCAM^−^CD24^+^ cells formed more and larger colonies than Sox9^+^EpCAM^−^CD24^−^ ones (Fig. 4E). The ratio of ALB^+^ cells were similar in colonies derived from Sox9^+^EpCAM^−^CD24^−^ and Sox9^+^EpCAM^−^CD24^+^ (Fig. 4F). These results indicate that biphenotypic hepatocytes with higher proliferative potential are enriched in Sox9^+^EpCAM^−^CD24^+^ fraction.

### Sox9^+^EpCAM^−^CD24^+^ cells remarkably downregulate hepatocyte markers and express some cholangiocyte markers

To further clarify the cellular characteristics of CD24^+^ cells in Sox9^+^EpCAM^−^ biphenotypic hepatocytes, we examined expression of hepatocyte and cholangiocyte markers in CD24^−^ and CD24^+^ fractions of Sox9^+^EpCAM^−^ as well as MHs. First, we confirmed the purity of CD24^−^ and CD24^+^ fractions by examining *Cd24* expression (Fig. 5A-1). *Albumin (Alb*) was clearly expressed in all three fractions (Fig. 5A-2), whereas metabolic enzymes including *tyrosine aminotransferase (Tat*) and *tryptophane oxygenase (Tdo2*) decreased in Sox9^+^EpCAM^−^CD24^−^ cells as compared with MHs and were further reduced in CD24^+^ ones (Figs 5A-3 & 4). *Carbamoylphosphate synthetase 1 (Cps1*) was slightly downregulated in CD24^−^ cells, whereas it was significantly downregulated in CD24^+^ cells (Fig. 5A-5). *Cytochrome P450s (Cyps*) were remarkably downregulated in both fractions as compared with MHs (Fig. 5A-6 & 7). Among cholangiocyte markers, *Opn, anion exchanger 2 (Ae2*), *Sox9, hairy enhancer of slit 1 (Hes1*), and *hepatocyte nuclear factor 1 β (Hnf1b*) were upregulated in CD24^−^ cells as compared with MHs (Fig. 5B-1). *Cystic fibrosis transmembrane conductance regulator (Cftr*) was upregulated in CD24^+^ cells (Fig. 5B-3). Expressions of *Opn, Sox9, Hes1*, and *Hnf1b* were augmented in CD24^+^ than CD24^−^ cells. On the other hand, *Epcam, cytokeratin 7 (Kr7*) and *Kr19* were not upregulated in either fractions (Fig. 5B-7~9). Collectively, hepatocyte markers and part of cholangiocyte markers were downregulated and upregulated, respectively, in CD24^+^ cells more prominently than in CD24^−^ ones.

### Sox9^+^EpCAM^−^CD24^+^ biphenotypic hepatocytes differentiate into mature hepatocytes *in vitro*

Partial acquisition of cholangiocyte-type gene expression and formation of colonies consisting of both ALB^+^ and CK19^+^ cells in clonal culture suggested that Sox9^+^EpCAM^−^CD24^+^ cells might acquire cellular characteristics as intermediate cells of hepatocyte-to-cholangiocyte conversion or bipotential liver progenitors. We first examined differentiation potential of Sox9^+^EpCAM^−^CD24^−^ and Sox9^+^EpCAM^−^CD24^+^ cells freshly isolated from DDC-injured liver in cultures inducing hepatocyte and cholangiocyte differentiation. Although CD24^−^ cells expressed hepatocyte markers more than CD24^+^ ones at the time of cell isolation (Fig. 5), their expression had become similar level in both cell populations during culture for a week before inducing hepatocyte differentiation (Fig. S3A). Both CD24^−^ and CD24^+^ cells differentiated to express hepatocyte markers in the presence of oncostatin M (OSM) and Matrigel (Fig. S3A). In three dimensional (3D) culture, CD24^+^ cells formed small cysts slightly more frequently that CD24^−^ ones, though the difference in the capability forming the cyst structure was not substantially different between these two populations (Fig. S3C). To further clarify differentiation potential of Sox9^+^EpCAM^−^CD24^+^ cells, we clonally cultured them and established 3 cell lines (Figs 6A and S4). They maintained the status of Sox9^+^EpCAM^−^CD24^+^. In the following part of this section, we demonstrate representative data of Clone No. 3 in culture inducing either hepatocyte or cholangiocyte differentiation. We first performed a culture inducing hepatocyte differentiation with oncostatin M (OSM) treatment followed by Matrigel overlay. In the presence of OSM and Matrigel, Sox9^+^EpCAM^−^CD24^+^ cells expressed metabolic enzymes including *Cps1, Pepck*, and *Tdo2* and cytochrome P450s including *Cyp1a2, 2b10*, and *2d10* at mRNA level (Fig. 6B-1). They expressed C/EBPα and CPSI at protein level (Fig. 6B-2~7). Next, we performed three dimensional (3D) culture, in which bipotential liver progenitors and cholangiocytes form cysts, spherical structures with a central lumen. For this experiment, we used a bipotential liver progenitor cell line derived from a neonatal EpCAM^+^ cell^21^ and adult EpCAM^+^ cholangiocytes that were expanded on type I collagen gel before 3D culture as positive controls forming the cyst structures (Fig. 6C-2 & 3). Although Sox9^+^EpCAM^−^CD24^+^ cells occasionally formed cysts in this culture condition, the size of the central lumen was much smaller than bipotential liver progenitors and adult cholangiocytes (Fig. 6C-1 & 4). Efficient and limited differentiation into MHs and cholangiocyte-like cells, respectively, are common feature of 3 clones derived from Sox9^+^EpCAM^−^CD24^+^ cells. Collectively, in spite of partial acquisition of cholangiocyte-type gene expression profile and the ability forming colonies containing both ALB^+^ and CK19^+^ cells, Sox9^+^EpCAM^−^CD24^+^ cells are hepatocyte progenitor cells that efficiently re-differentiate into MHs but very limitedly into cholangiocyte-like cells.

### EpCAM^−^CD24^+^ biphenotypic hepatocytes are engrafted as MHs in the recipient liver

In order to examine differentiation potential of CD24^+^ biphenotypic hepatocytes *in vivo*, we transplanted them into nude mice after intraperitoneal injections of retrorsine and 70% partial hepatectomy (PHx)^10^. For detecting donor cells in the recipient liver tissue, we usually label donor cells with GFP by using a lentivirus vector and purify GFP^+^ cells by FACS^22^. However, because Sox9^+^EpCAM^−^CD24^+^ cells isolated from Sox9-EGFP mice express GFP from the transgene, we cannot isolate cells introduced with lentivirus vector by using GFP as a marker. To overcome this obstacle, we tried to isolate a cell population identical to Sox9^+^EpCAM^−^CD24^+^ from the wild type mice fed with DDC-diet.

FACS analysis identified EpCAM^−^CD24^+^ cells in CD31^−^CD45^−^TER119^−^ fraction of the wild type mice fed with DDC-diet. Then we isolated those EpCAM^−^CD24^+^ cells and examined their cellular characteristics. For cell isolation, we carefully set FACS gating to avoid contamination of MHs (Fig. S5). EpCAM^−^CD24^+^ cells were positive for ALB, HNF4α and SOX9 (Figs 7B and S6B). The size of EpCAM^−^CD24^+^ cells was significantly smaller and large than MHs and EpCAM^+^CD24^+^ cholangiocytes, respectively (Fig. S6D). EpCAM^−^CD24^+^ cells showed colony-forming capability (Fig. 7C). These results indicated that CD24^+^ biphenotypic hepatocytes were successfully enriched in this fraction. We labeled them with GFP, purified GFP^+^ cells by FACS, and then expanded to acquire the enough number of cells for transplantation. Before transplantation, we confirmed that EpCAM^−^CD24^+^ cells kept potential to differentiate into MHs (Fig. 7D). The donor cells were injected into the spleen of the retrorsine/PHx model of nude mouse. Three months after transplantation, we found that donor cells formed GFP^+^ foci in the recipient liver (Fig. 7E-1). The repopulation efficiency of EpCAM(−)CD24(+) cells was about 1.5%. GFP^+^ cells were positive for C/EBPα and CPSI, indicating that they differentiated into MHs (Fig. 7E-2~5). Furthermore, CD31^+^ sinusoidal endothelial cells penetrated into the GFP^+^ foci, indicating that the donor cells were engrafted into hepatic cords in recipient liver tissue (Fig. 7E-6~9). On the other hand, we could not find GFP^+^EpCAM^+^ cholangiocyte-like cells (Fig. 7E-10~13). We also examined expression of OPN and SOX9 in recipient liver tissue and found that GFP^+^ cells were negative for both cholangiocyte markers. Taken together, Sox9^+^EpCAM^−^CD24^+^ cells maintain potential to differentiate into MHs for functioning as the reservoir of new hepatocytes for tissue regeneration.

## Discussion

In this study, we demonstrate that Sox9^+^EpCAM^−^ biphenotypic hepatocytes induced in chronically injured livers consist of at least two distinctive population; CD24^−^ and CD24^+^ cells. Clonal proliferative capability mostly attributes to CD24^+^ fraction of Sox9^+^EpCAM^−^ biphenotypic hepatocytes. Although expressions of hepatocytic genes are prominently downregulated in Sox9^+^EpCAM^−^ CD24^+^ cells, they still maintain potential to re-differentiate into MHs *in vitro* and *in vivo*. On the other hand, they have limited potential to differentiate into cholangiocyte-like cells. Such cellular characteristics may be important for efficiently supplying new MHs during regeneration and/or protecting liver tissue from chronic injuries.

It has been recognized that mature epithelial cells, which have been considered to be terminally differentiated, show lineage plasticity upon severe injuries in epithelial organs including the liver, lung, and stomach^23^,^24^,^25^,^26^. However, it remains unknown whether de-differentiation of mature epithelial cells results in producing lineage-committed progenitors, multi-potent stem cells, or different lineage cells. In severely injured trachea, basal cells convert to pulmonary stem cells^25^. On the other hand, in mammary glands, the conversion from basal cells into myoepithelial ones is quite inefficient^27^. It has been reported that hepatocytes can convert to cholangiocytes and vice versa in certain types of chronic liver injuries^15^,^26^. However, as we show in this study, MHs remarkably lose their original characteristics at Sox9^+^EpCAM^−^CD24^+^ status in chronically injured livers but not acquire a potential to differentiate to cholangiocyte-like cells. This properly explains the result shown in previous papers that hepatocyte to cholangiocyte conversion is an inefficient process^16^,^28^. Since Sox9^+^ hepatocytes can re-differentiate into hepatocytes *in vitro* and *in vivo*^19^,^29^, it is temptingly speculated that the complete lineage conversion from hepatocyte to cholangiocyte is suppressed in biphenotypic hepatocytes to maintain potential differentiating into MHs for securing efficient supply of new MHs during tissue regeneration. It may be interesting to further investigate that the similar limitation of lineage conversion is applicable to other tissues and organs.

It was previously reported that LPCs are enriched in CD45^−^TER119^−^CD24^+^ fraction isolated from healthy and DDC-injured livers and that CD24^+^ cells differentiate into hepatocytes in recipient livers upon transplantation^30^. However, according to our results, CD45^−^TER119^−^CD24^+^ cells may contain both EpCAM^+^ LPCs and Sox9^+^EpCAM^−^ biphenotypic hepatocytes. Given that Sox9^+^EpCAM^−^ cells efficiently differentiate to hepatocytes, it may be plausible that induced biphenotypic hepatocytes as well as LPCs enriched in CD45^−^TER119^−^CD24^+^ fraction differentiate into hepatocytes.

The genetic lineage tracing using Mx1Cre:ROSA26 or AAV8-TBG-Cre:ROSA26 system indicates that Sox9^+^EpCAM^−^ biphenotypic cells are derived from MHs. However, we have not been able to address whether a specific population of MHs de-differentiates to become biphenotypic cells. A recent report demonstrated that Sox9^+^ “hybrid” hepatocytes exist in the periportal region of a healthy liver and contribute to liver regeneration^31^. These “hybrid” hepatocytes may just expand upon chronic liver injuries and constitute a compartment of biphenotypic hepatocytes. However, Sox9^+^CD24^+^ biphenotypic hepatocytes possessing progenitor properties emerge only when liver injuries have progressed. Thus, even if periportal “hybrid hepatocytes” function as progenitors for liver regeneration, further de-differentiation of hepatocytes including the transition from CD24^−^ to CD24^+^ status must be induced for driving liver regeneration depending on hepatocyte progenitors.

In this study, using mouse chronic liver injury models, we demonstrate that Sox9^+^ biphenotypic hepatocytes emerged in chronically injured livers consist of CD24^−^ and CD24^+^ cells. At CD24^+^ status, biphenotypic hepatocytes acquire strong proliferative capability, whereas they maintain potential re-differentiating into MHs. It has been recognized that mature epithelial cells can de-differentiate or convert into progenitors, stem cells, and other types of cells facing severe tissue injuries. If we can control emergence of stem/progenitor-like cells from mature epithelial cells and induce their differentiation into any specific lineages *in situ*, it would be expected to promote the recovery from severe tissue damages without organ or cell transplantation. However, there must be molecular mechanisms determining the degree of de-differentiation and lineage conversion in each tissue and organ. Therefore, to use such lineage plasticity for regenerative medicine, it is crucial to know how de-differentiation and lineage conversion proceed and are controlled in target tissues and organs.

## Materials and Methods

### Extracellular matrix, growth factors and chemicals

Growth factor-reduced Matrigel^®^ (MG) and purified laminin-111 were from BD Biosciences (Bedford, MA). Collagen type IPC was purchased from Koken Co. Ltd (Tokyo, Japan). Epidermal growth factor (EGF), hepatocyte growth factor (HGF), and OSM were purchased from R&D systems (Minneapolis, MN).

### Mice

C57BL6 mice were purchased from Sankyo Labo Service Corporation, Inc. (Tokyo, Japan). Sox9-EGFP mice^32^ were used to isolate cells expressing Sox9 as GFP^+^ cells. Chronic liver injuries associated with ductular reaction were induced in Sox9-EGFP mice by feeding them with DDC-containing diet. Common bile duct of a mouse was tied off by a ligature to induce cholestasis. All animal experiments were approved by the Sapporo Medical University Institutional Animal Care and Use Committee and were carried out under the institutional guidelines for ethical animal use.

### Immunohistochemistry

Liver tissues from DDC-injured livers and BDL-injured ones were fixed in Zamboni solution and PBS containing 4% paraformaldehyde (PFA) at 4 °C overnight, respectively. After washing in PBS and then PBS containing 20% sucrose, they were embedded in OCT compound. Thin frozen sections were prepared with a Cryostat CM1950 (Leica microsystems, Wetzlar, Germany). After permeabilization with 0.2% Triton X-100 and blocking with Blockace (DS Pharma Biomedical Co., Ltd., Osaka, Japan), liver sections were incubated with primary antibodies listed in Table S2.

### Cell isolation and Microarray analysis

Healthy and DDC-injured livers of Sox9-EGFP mice were digested with a two-step collagenase perfusion method as described previously^19^. MHs were collected by centrifugation at 50 *g *× 1 min and then Percoll gradient centrifugation at 45 *g *× 15 min was performed to eliminate dead cells. Undigested tissue after collagenase perfusion was further incubated in collagenase/hyaluronidase solution and then EpCAM^+^ cholangiocytes were isolated by FACS AriaII (BD biosciences). Biphenotypic hepatocytes were isolated as GFP^+^EpCAM^−^ cells by FACS AriaII. The details of antibodies used for cell isolation are listed in Table S2. Total RNA was isolated from MHs, cholangiocytes, and Sox9^+^EpCAM^−^ biphenotypic hepatocytes. Microarray analysis was performed by Miltenyi Biotech (Galdbach, Germany).

### Colony assay

Five thousands of cells isolated by FACS were plated in 35-mm dish coated with laminin 111. The cells were cultured in DMEM/F-12 medium supplemented with 10% FBS, 10 ng/ml EGF, 10 ng/ml HGF, 1 × 10^−7^ M dexamethasone (Dex, Sigma-Aldrich), 1x ITS (Gibco, Grand Island, NY), and 20 μM Y-27632 (Wako Pure Chemical Industries, Tokyo, Japan). After 7 days of culture, cells were fixed in 4% PFA and stained with rabbit anti-CK19, goat anti-ALB antibodies. Images for samples were acquired on a Nikon X-81 fluorescence microscope.

### PCR

Total RNA was isolated and used for cDNA synthesis. Taqman probes for *Cps1, Grhl2, Hes1, Hnf1b, Hprt, Sox9*, and *Tat* were purchased from Life technologies. Primers used for PCR are shown in Table S3.

### Cell transplantation

Nude mice were used for cell transplantation according to the previous report^10^,^22^. EpCAM^−^CD24^+^ cells labeled with GFP using lentivirus vector were purified by FACSAriaII. Four-week old nude mice were intraperitoneally injected with 60 mg/kg retrorsine (Sigma-Aldrich, St. Louis, MO) every week for 4 times and then 70% of liver was surgically removed at transplantation. GFP^+^ cells (1 × 10^5^ cells) were injected into spleen.

### Statistical analysis

Statistical analyses for colony assay and qPCR were performed on Microsoft excel to acquire standard error of the mean (SEM). Two-tails Student’s t-test was also performed on Microsoft excel. Statistical analysis for the lumen size of cysts were performed on Prism to acquire SEM and P-values of two-tails Student’s t-test.

## Additional Information

**How to cite this article**: Tanimizu, N. *et al*. Progressive induction of hepatocyte progenitor cells in chronically injured liver. *Sci. Rep.* **7**, 39990; doi: 10.1038/srep39990 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Figures and Tables

## Figures and Tables

**Figure 1:**
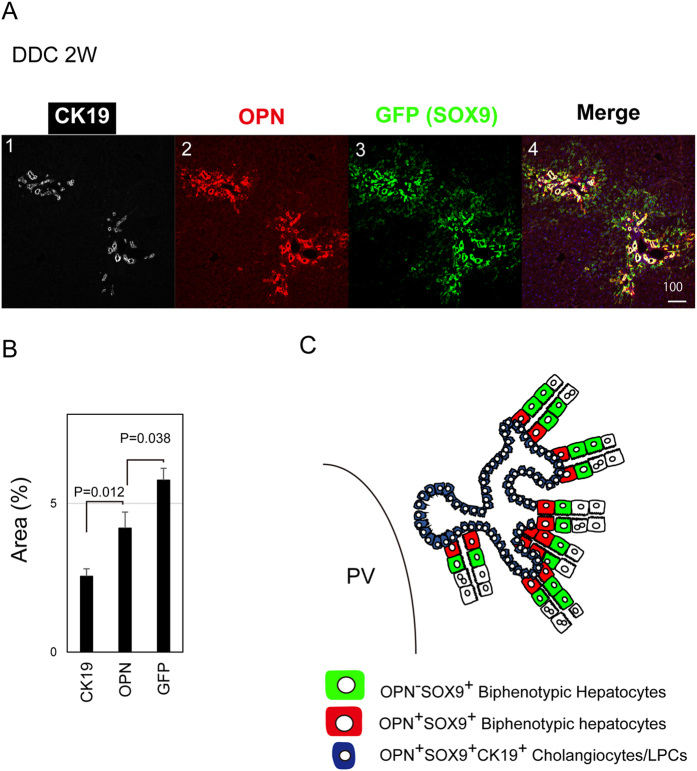
Biphenotypic hepatocytes induced by chronically liver injury consist of heterogeneous cell populations. (**A**) Expression of SOX9, CK19, and OPN in DDC-injured liver. SOX9^+^OPN^+^ hepatocytes are evident around expanded CK19^+^ ductular cells in DDC-injured liver. SOX9^+^OPN^−^ hepatocytes are more distant from ductular structures than SOX9^+^OPN^+^ hepatocytes. A liver section prepared from Sox9-EGFP mice fed with DDC-diet for 2 weeks was stained with anti-GFP, anti-OPN, and anti-CK19 antibodies. A bar represents 100 μm. (**B**) Quantitative analysis for expression of CK19, SOX9, and OPN. Liver sections were prepared from 3 Sox9-EGFP mice fed with DDC-diet for 2 weeks. Three images were selected in each section and the percentage of CK19^+^, SOX9^+^, and OPN^+^ areas were quantitated on ImageJ. (**C**) Schematic view for the localization of SOX9^+^OPN^+^ and SOX9^+^OPN^−^ hepatocytes. SOX9^+^OPN^+^ hepatocytes are localized near CK19^+^SOX9^+^OPN^+^ ductular structures. SOX9^+^OPN^−^ hepatocytes exist outside the region where SOX9^+^OPN^+^ ones are localized.

**Figure 2:**
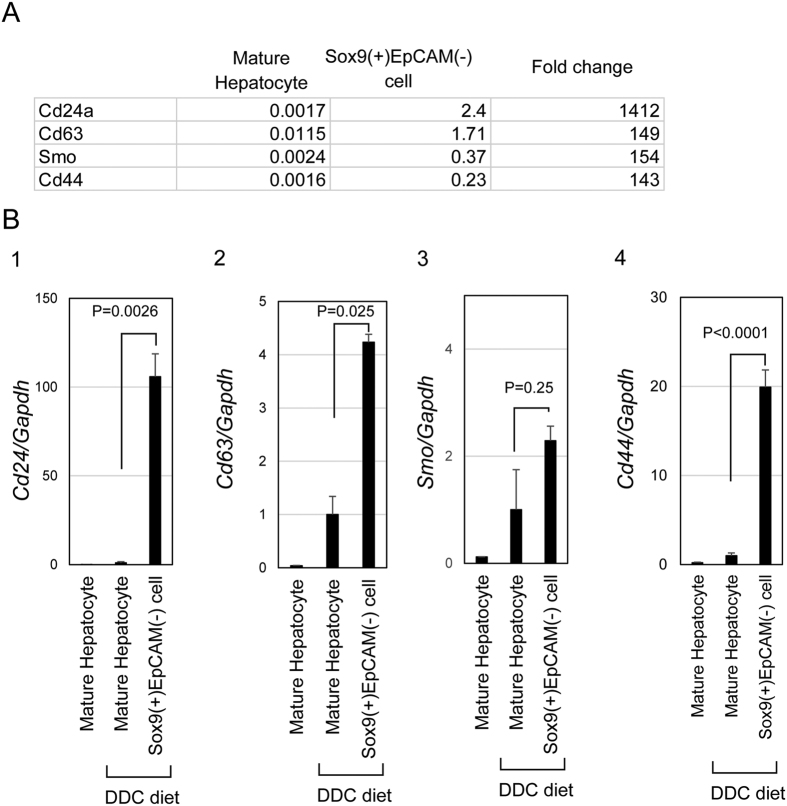
CD24 is upregulated in Sox9^+^EpCAM^−^ biphenotypic hepatocytes. (**A**) A list of surface markers upregulated in Sox9^+^EpCAM^−^ biphenotypic hepatocytes as compared with MHs. *Cd24, Cd63 Smoothened (Smo)*, and *Cd44*, are suggested to be increased in Sox9^+^EpCAM^−^ cells as compared with MHs. Microarray analysis comparing Sox9^+^EpCAM^−^ biphenotypic hepatocytes isolated from DDC-injured livers with MHs was performed. (**B**) Quantitative analysis for expression of *Cd24, Cd63*, and *Smo and Cd44. Cd24* is remarkably upregulated in Sox9^+^EpCAM^−^ biphenotypic hepatocytes as compared with MHs isolated from healthy and DDC-injured livers. *Cd63, Smoothened (Smo), and CD44* are also upregulated in Sox9^+^ progenitors, though the increase of these genes are not prominent as compared with *Cd24*. Sox9^+^EpCAM^−^ cells and MHs were isolated from livers of Sox9-EGFP mice fed with DDC-diet for 2 weeks. MHs isolated from a healthy liver were also used for analyses. Cell isolation was performed 3 times, independently. Relative expression levels against that in MHs isolated from DDC-injured livers are shown in graphs. Error bars represent SEM.

**Figure 3:**
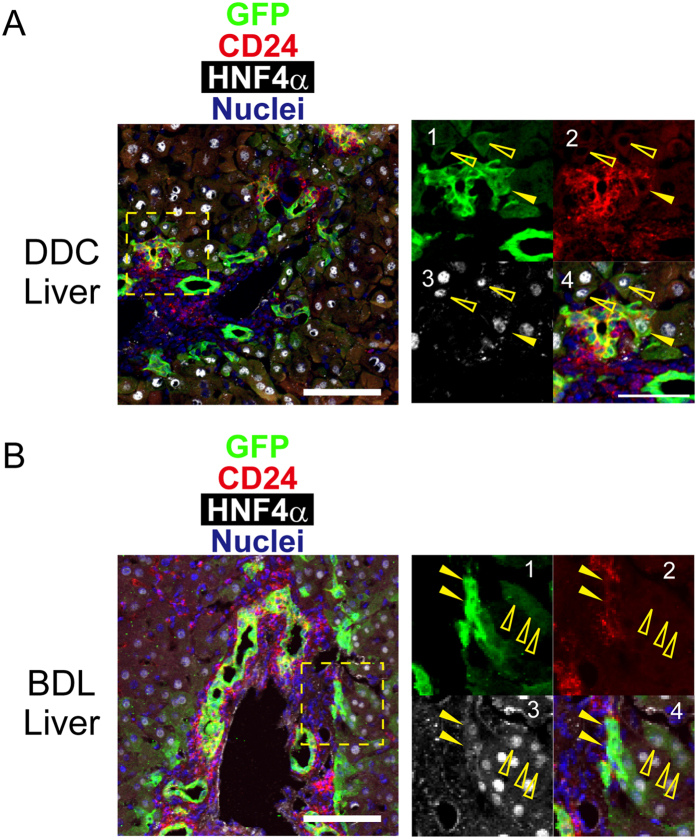
CD24 expression in DDC and BDL-injured livers. (**A**) CD24 is expressed in part of Sox9^+^ biphenotypic hepatocytes in DDC injured livers. Most of Sox9^+^HNF4α^−^ ductular cells are CD24^+^, whereas Sox9^+^HNF4α^+^ biphenotypic hepatocytes are CD24^+^ (closed arrowheads) and CD24^−^ (open arrowheads). Sox9^+^HNF4α^+^CD24^+^ cells are preferentially localized at the boundary between ductular structure and hepatic cord in this injury model. Ductular reaction was induced by feeding Sox9-EGFP mice with DDC diet for 2 weeks. Scale bars represent 50 μm. (**B**) CD24 is expressed in part of Sox9^+^ biphenotypic hepatocytes in BDL livers. Similar to DDC injured livers, Sox9^+^HNF4α^+^ biphenotypic hepatocytes are partly CD24^+^ (closed arrowheads) and CD24^−^ (open arrowheads). Ductular reaction was induced by tying the common bile duct and liver tissue was examined 2 weeks later. Scale bars represent 50 μm.

**Figure 4:**
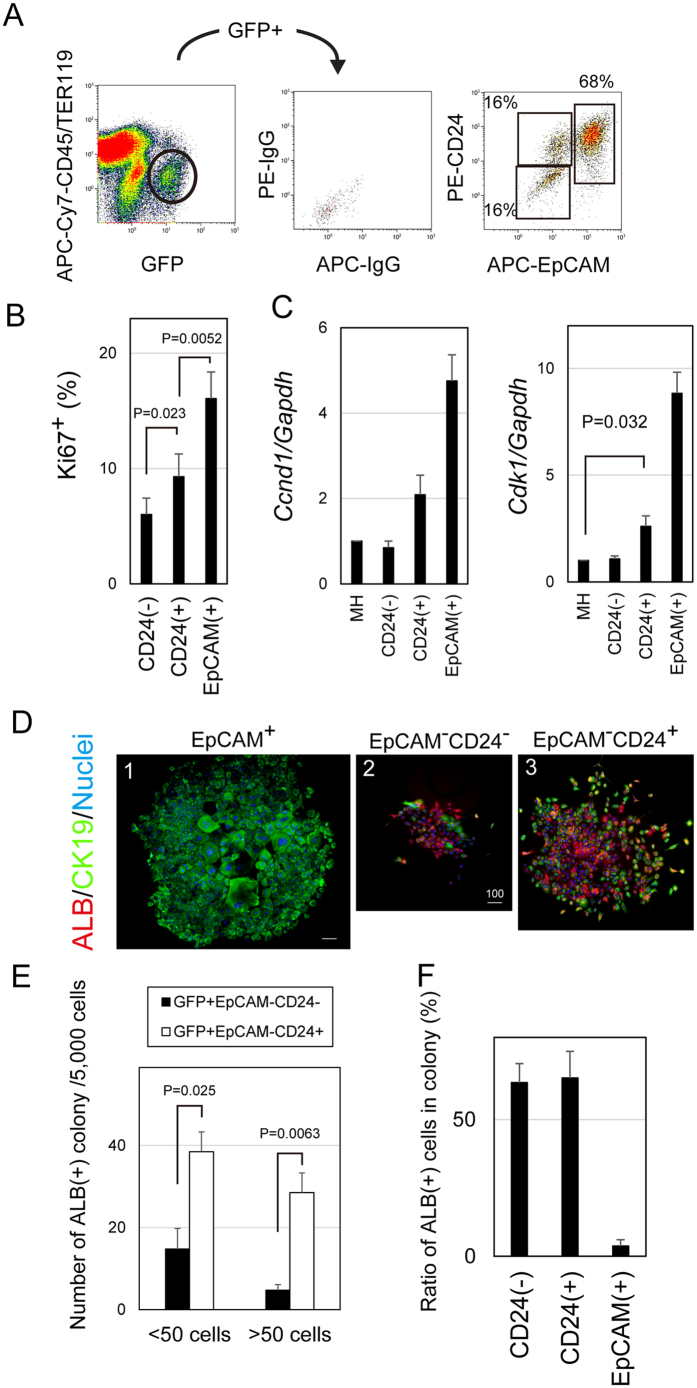
Sox9^+^EpCAM^−^ biphenotypic hepatocytes are separated into CD24^−^ and CD24^+^ cells. (**A**) FACS analysis shows that Sox9^+^EpCAM^−^ fraction can be separated into CD24^−^ and CD24^+^ cells. Cells were isolated from livers of Sox9-EGFP mice fed with DDC-diet for 2 weeks and Sox9^+^EpCAM^−^ cells were analyzed for CD24 expression. (**B**) CD24^+^ cells show higher proliferative potential as compared with CD24^−^ ones. CD24^+^ fraction contains more Ki67^+^ cells than CD24^−^ one. Cell isolation from mice fed with DDC diet for 2 weeks was repeated for 3 times independently. Smear samples were prepared with a Cytospin and stained with anti-mouse Ki67 antibody. Error bars represent SEM. (**C**) Expression of cell cycle related genes in biphenotypic hepatocytes. CD24^+^ cells express *Ccnd1* and *Cdk1* more than CD24^−^ ones. Notably, CD24^+^ cells, but not CD24^−^ ones, express *Cdk1* at significantly higher level as compared with MHs. Error bars represent SEM. (**D**) ALB^+^ large bipotential colonies emerge from CD24^+^ cells. Colonies containing ALB^+^ hepatocytes are formed both from GFP^+^EpCAM^−^CD24^−^ and GFP^+^EpCAM^−^CD24^+^ cells. However, a bipotential colony derived from a CD24^+^ cell is apparently larger than that from a CD24^−^ one (**panels 2&3**). In contrast, colonies emerged from EpCAM^+^ cells are mostly consist of only CK19^+^ cells (**panel 1**). At day 7 of culture, cells were fixed and stained with anti-ALB and anti-CK19 antibodies. Scale bars represent 50 μm. (**E**) CD24^+^ cells form larger colonies. The graph shows the number of ALB^+^ colonies emerged in colony assay. After staining cells with anti-ALB, anti-CK19, and Hoechst 33324, the number of cells in each colony and the number of colonies were counted. Colony assay was repeated 4 times and the average values of the colony number are shown in the graph. Error bars represent SEM. (**F**) Colonies derived from CD24^−^ and CD24^+^ cells similarly contain ALB^+^ cells. ALB^+^ cells represent more than 50% of cells in colonies derived from EpCAM^−^CD24^−^ and EpCAM^−^CD24^+^ cells. In contrast, only about 4% of cells are ALB^+^ in colonies from EpCAM^+^ cells. Culture was repeated 3 times, independently. The ratio of ALB^+^ cells were evaluated after staining with anti-ALB and CK19 antibodies.

**Figure 5:**
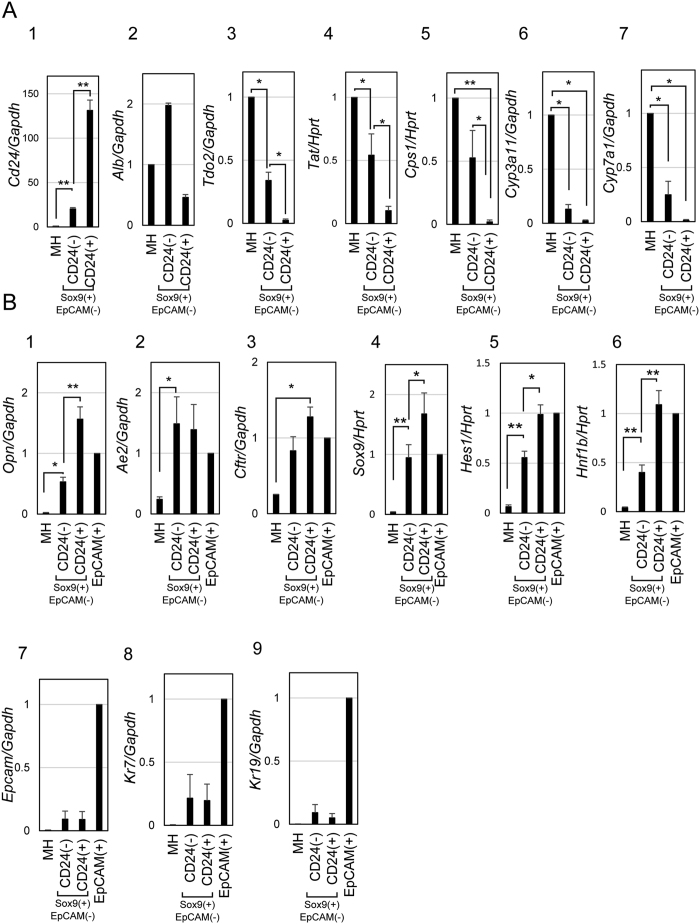
Sox9^+^EpCAM^−^CD24^+^ cells reduce hepatocyte markers and partly acquire cholangiocyte-type gene expression. (**A**) Expression of hepatocyte markers in MHs, Sox9^+^EpCAM^−^CD24^−^, Sox9^+^EpCAM^−^CD24^+^ cells isolated from DDC-injured livers. Hepatocyte markers are reduced in Sox9^+^EpCAM^−^CD24^−^ as compared with MHs, and further downregulated in Sox9^+^EpCAM^−^CD24^+^ cells. Cells were isolated from livers of Sox9-EGFP mice fed with DDC-diet for 2 weeks. Cell isolation was performed 3 times, independently. Error bars represent SEM. The levels of gene expression are presented as relative values against the expression level in MHs isolated from DDC-fed mice. Error bars represent SEM. * and **indicate P < 0.05 and P < 0.01, respectively. (**B**) Expression of cholangiocyte markers in MHs, Sox9^+^EpCAM^−^CD24^−^, Sox9^+^EpCAM^−^CD24^+^, and EpCAM^+^ cells isolated from DDC-injured livers. *Opn* and *Ae2, Cftr, Sox9, Hes1, and Hnf1b* are induced in Sox9^+^EpCAM-CD24^−^ cells. *Opn, Sox9, Hes1, and Hnf1b* are further upregulated in Sox9^+^EpCAM-CD24^+^ cells. On the other hand, *Epcam, Ck7*, and *Ck19* are barely expressed in both fractions. Cells were isolated from livers of Sox9-EGFP mice fed with DDC-diet for 2 weeks. Cell isolation was performed 3 times, independently. Error bars represent SEM. The levels of gene expression are presented as relative values against the expression level in EpCAM^+^ cells isolated from DDC-fed mice. Error bars represent SEM. * and **indicate P < 0.05 and P < 0.01, respectively.

**Figure 6:**
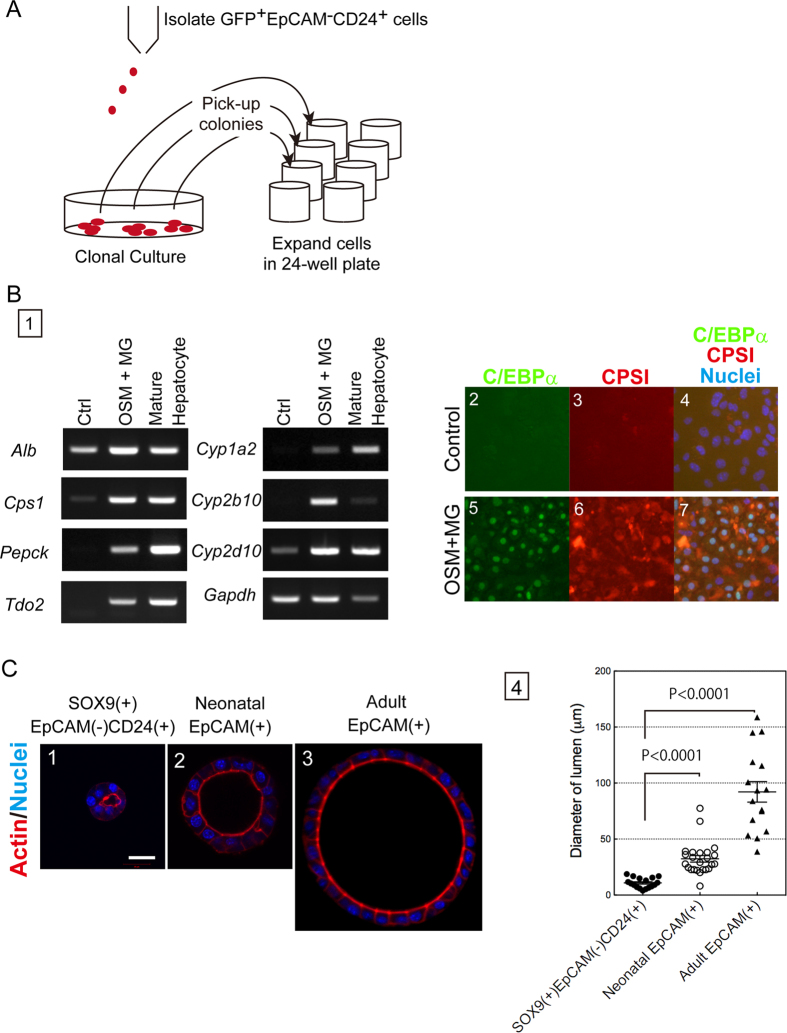
Differentiation potential of Sox9^+^EpCAM-CD24^+^ cells. (**A**) Establishment of cell lines derived from Sox9^+^EpCAM^−^CD24^+^ cells. Sox9^+^EpCAM^−^CD24^+^ cells were isolated from Sox9-EGFP mice fed with DDC diet for 2 weeks. After 1 month of clonal culture, colonies were transferred to wells of a 24-well plate coated with laminin 111. Expanded clones were used for following experiments. (**B**) A hepatocyte progenitor cell line differentiates into hepatocytes. In the presence of OSM and Matrigel, *Alb* expression is increased, whereas metabolic enzymes including *Cps1, Pepck*, and *Tdo2* are induced in Sox9^+^EpCAM^−^CD24^+^ cells (**panel 1**). Expression of C/EBPα (green) and CPSI (red) are detected at protein level (**panels 2~7**). A bar represents 50 μm. (**C**) 3D culture of Sox9^+^EpCAM-CD24^+^ and EpCAM^+^ cells. Sox9^+^EpCAM-CD24^+^ cells form cysts with a tiny lumen (**panel 1**). In the same condition, EpCAM^+^ cells derived from neonate and adult livers form large cysts (**panels 2&3**). A scale bar represents 20 μm. Quantitative analysis indicates cysts derived from Sox9^+^EpCAM-CD24^+^ cells are significantly smaller than those from neonatal and adult EpCAM^+^ cells (**panel 4**). Cells were plated on gel containing Matrigel and type I collagen and them overlaid with 5% Matrigel. At 7 days of culture, images were collected with a digital camera set on a microscope and used to measure the diameter of the central lumen. 3D culture was repeated 3 times and a representative result is shown in this figure.

**Figure 7:**
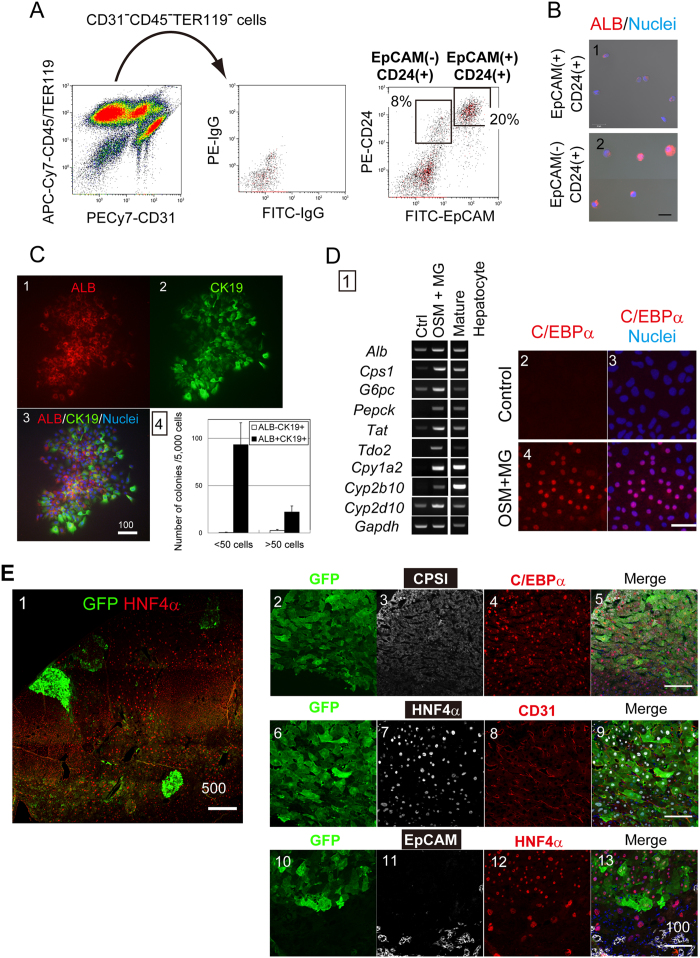
EpCAM^−^CD24^+^ biphenotypic hepatocytes are engrafted as MHs in the recipient liver. (**A**) Isolation of hepatocyte progenitors from the wild type mice fed with DDC-diet. About 8 and 20% of CD31^−^CD45^−^TER119^−^ are EpCAM^−^CD24^+^ and EpCAM^+^CD24^+^ cells, respectively. Mice were fed with DDC-diet for 2 weeks and used for cell isolation. (**B**) Expression of ALB in EpCAM^−^CD24^+^ and EpCAM^+^CD24^+^ cells. EpCAM^−^CD24^+^ but not EpCAM^+^CD24^+^ cells express ALB (red). Smear samples were prepared with a Cytospin and stained with anti-mouse ALB antibody. Nuclei were counterstained with Hoechst 33326. A bar represents 20 μm. (**C**) EpCAM^−^CD24^+^ cells form colonies containing ALB(+) hepatocytes. A typical colony derived from EpCAM^−^CD24^+^ cells is shown (**panels 1~3**). The size of colony varies but most of colonies contain ALB^+^ cells (**black bars in panel 4**). EpCAM^−^CD24^+^ cells were isolated from the wild type mice fed with DDC-diet for 2 weeks and clonally cultured for 7 days. Colonies were stained with anti-ALB, anti-CK19 antibodies, and Hoechst 33326. (**D**) EpCAM^−^CD24^+^ cells differentiate to MHs *in vitro*. EpCAM^−^CD24^+^ cells express hepatocyte markers in the presence of OSM and MG (Panel 1). C/EBPα is induced at protein level (**panels 2~5**). A bar represents 50 μm. (**E**) GFP^+^ donor cells are engrafted as hepatocytes in the recipient liver. GFP^+^ cells forming foci are observed in the recipient liver (**panel 1**). GFP^+^ donor cells are C/EBPα and CPSI, indicating that they differentiate to MHs (**panels 2~5**). Furthermore, CD31^+^ sinusoidal endothelial cells clearly form a network inside the GFP^+^ foci, indicating that donor-derived MHs are integrated into recipient liver tissue (**panels 6~9**). On the other hand, GFP^+^EpCAM^+^ cells are not observed in the recipient liver (**panes 10~13**). Bars represent 100 μm.

# Supplementary material for: Progressive induction of hepatocyte progenitor cells in chronically injured liver
**Source:** Sci Rep. 2017 Jan 4;7:39990. doi: 10.1038/srep39990

## Progressive induction of hepatocyte progenitor cells in chronically injured liver

†Naoki Tanimizu<sup>1</sup>, Norihisa Ichinohe<sup>1</sup>, Masahiro Yamamoto<sup>2</sup>, Haruhiko Akiyama<sup>3</sup>, Yuji Nishikawa<sup>2</sup>, and Toshihiro Mitaka<sup>1</sup>

### Supplementary Information

**Table S1. Ratio of CD24<sup>+</sup> hepatocytes and cholangiocytes in Sox9<sup>+</sup> cells**

|     |                                     |                   | Number of cells / mm <sup>2</sup> |
|-----|-------------------------------------|-------------------|-----------------------------------|
| DDC | Cholangiocyte (HNF4α <sup>-</sup> ) | CD24 <sup>-</sup> | 63.6± 14.0                        |
|     |                                     | CD24 <sup>+</sup> | 285.6± 34.4                       |
|     | Hepatocyte (HNF4α <sup>+</sup> )    | CD24 <sup>-</sup> | 64.0 ± 18.8                       |
|     |                                     | CD24 <sup>+</sup> | 7.2 ± 1.6                         |
| BDL | Cholangiocyte (HNF4α <sup>-</sup> ) | CD24 <sup>-</sup> | 56.8 ± 36.4                       |
|     |                                     | CD24 <sup>+</sup> | 663.2± 36.4                       |
|     | Hepatocyte (HNF4α <sup>+</sup> )    | CD24 <sup>-</sup> | 106.4 ± 30.4                      |
|     |                                     | CD24 <sup>+</sup> | 14.4 ± 4.0                        |

Liver sections prepared from Sox9-EGFP mice fed with DDC or given BDL treatment were stained with anti-GFP, anti-CD24 and anti-HNF4α antibodies. Sections were prepared from 3 different mice. Three areas were randomly selected from each section and used for counting cells.

**Table S2. Primary Antibodies**

| Antibody                          | Company                         | Host animal | Method     | Dilution        |
|-----------------------------------|---------------------------------|-------------|------------|-----------------|
| Albumin                           | Bethyl laboratory               | goat        | IF         | 1:1000          |
| CD16/32                           | BD Pharmingen                   | rat         | FACS       | 1:1000          |
| CD24                              | Biolegend                       | rat         | FACS<br>IF | 1:1000<br>1:200 |
| CD31                              | Biolegend                       | rat         | FACS       | 1:1000          |
| CD45                              | BD Pharmingen                   | rat         | FACS       | 1:1000          |
| Cytokeratin 19                    | Tanimizu et al. 2003            | rabbit      | IF         | 1:2000          |
| EpCAM                             | BD Pharmingen                   | rat         | IF         | 1:500           |
| EpCAM<br>(FITC or APC-conjugated) | Biolegend                       | rat         | FACS       | 1:1000          |
| GFP                               | MBL                             | rabbit      | IF         | 1:1000          |
| Grhl2                             | Sigma-Aldrich                   | rabbit      | IF         | 1:500           |
| HNF1 $\beta$                      | Santa Cruz                      | rabbit      | IF         | 1:200           |
| HNF4 $\alpha$                     | SantaCruz<br>Biotechnology Inc. | rabbit      | IF         | 1:200           |
| HNF4 $\alpha$                     | SantaCruz<br>Biotechnology Inc. | goat        | IF         | 1:200           |
| Sox9                              | Millipore                       | rabbit      | IF         | 1:2000          |
| TER119                            | BD Pharmingen                   | rat         | FACS       | 1:1000          |

**Table S3. Primers used for PCR**

| Gene name |           | Sequence                 |
|-----------|-----------|--------------------------|
| Albumin   | Sense     | atgagattctgacccagtgttg   |
|           | Antisense | ttctccttcacaccatcaagc    |
| Ck7       | Sense     | accctcaacaacaaattcgctcc  |
|           | Antisense | tgctcttggtgacttctgttct   |
| Ck19      | Sense     | agattgagagagaacacgccttgc |
|           | Antisense | tcaggctctcaatctgcattcca  |
| CPSI      | Sense     | tgggatcttgaccgtttcc      |
|           | Antisense | accaatggccatgacctc       |
| Cyp3a2    | Sense     | ccctgcccttcagtgggtaca    |
|           | Antisense | gaagagccgagtcattggaag    |
| Cyp2b10   | Sense     | gttgagccaacctcaaggaa     |
|           | Antisense | aagagctcaaacattgtgctg    |
| Cyp2d10   | Sense     | gatccaagggtgtggtcctt     |
|           | Antisense | gcaggagtatggggaacata     |
| EpCAM     | Sense     | ctgtcatttgcctcaactggcgt  |
|           | Antisense | cgttgcaactgctggcttgaaga  |
| HPRT      | Sense     | tcctctcagaccgtttt        |
|           | Antisense | cctggtcatcatcgctaatac    |
| PEPCK     | Sense     | ttgatgcccaaggcaactta     |
|           | Antisense | acggccaccaaagatgatac     |
| Smo       | Sense     | gcaagctcgtgctctggt       |
|           | Antisense | gggcatgtagacagcacaca     |
| Sox9      | Sense     | cagcaagactctgggcaag      |
|           | Antisense | atcgggggtggtctttctgt     |
| TAT       | Sense     | caacaacccgtccaatcc       |
|           | Antisense | gacgcattgcctttcagc       |
| Tdo2      | Sense     | tgagtaaagggtgaacgacgac   |
|           | Antisense | acggccaccaaagatgatac     |

## Legends to Supplementary Figures

### **Fig. S1. Sox9(+) biphenotypic hepatocytes are derived from mature hepatocytes (MH).**

**A. Mature hepatocytes are selectively labeled with LacZ using ROSA26 mice and AAV8-TBG-Cre.** Liver sections of ROSA26 mice injected with AAV8-TBG-Cre were used for X-gal staining and for immunostaining. LacZ(+) cells are positive for HNF4 $\alpha$  (**panel 1**) but negative for CK19 (**panel 2**), SOX9 (**panel 3**), F4/80 (**panel 4**), Desmin (**panel 5**), and LYVE-1 (**panel 6**). These results indicate that HNF4 $\alpha$  (+) hepatocytes are selectively labeled with LacZ in ROSA26 mice injected with AAV8-TBG-Cre. Bars represent 40  $\mu$ m.

**B. SOX9<sup>+</sup> biphenotypic hepatocytes derived from MHs emerge in DDC-injured liver.** LacZ<sup>+</sup>SOX9<sup>+</sup> biphenotypic hepatocytes are abundantly observed near portal vein (PV) (**arrowheads in panel 2**). LacZ<sup>+</sup>CK19<sup>+</sup> cholangiocytes that are derived from MHs are only occasionally observed (**arrowhead in panel 4**). Boxes in panels 1 and 3 are enlarged in panels 2 and 4, respectively. ROSA26 mice injected with AAV8-TBG-Cre were fed with normal diet for 2 months and then with DDC-diet for 1 month. Bars represent 40  $\mu$ m.

### **Fig. S2. CD24<sup>-</sup> SOX9<sup>+</sup> biphenotypic cells shift to CD24<sup>+</sup> ones during DDC-feeding.**

**A. The ratio of CD24<sup>-</sup> and CD24<sup>+</sup> cells in SOX9<sup>+</sup> biphenotypic cells is altered during DDC-feeding.** Sox9-EGFP mice were fed with DDC-diet. At 1W, 2W, and 3W of DDC-feeding, CD31<sup>-</sup>CD45<sup>-</sup> cells were analyzed for expression of GFP and EpCAM, and then GFP<sup>+</sup>EpCAM<sup>-</sup> cells were for CD24. The ratio of CD24<sup>-</sup> and CD24<sup>+</sup> cells are 65 and 35 % at 1W, 35 and 65 % at 2W, and 20 and 80 % at 3W of DDC-feeding.

**B. SOX9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> cells are derived from SOX9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>-</sup> cells *in vitro*, but not from EpCAM<sup>+</sup> ones.** SOX9<sup>+</sup>EpCAM<sup>+</sup> and SOX9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>-</sup> cells were isolated from DDC-injured livers. After 2 weeks of culture, progenies of SOX9<sup>+</sup>EpCAM<sup>+</sup> cells keep expression of SOX9, EpCAM, and CD24. On the other hand,

SOX9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>-</sup> cells acquire CD24 expression and thereby become SOX9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> cells.

- C. CD24<sup>+</sup> hepatocytes derived from MHs emerge in DDC-injured liver.** LacZ<sup>+</sup>CD24<sup>+</sup> hepatocytes are observed near expanded ductular structures in DDC-injured liver (**arrowheads in panel 3**). Box in panel 2 is enlarged in panel 3. ROSA26 mice injected with AAV8-TBG-Cre were fed with normal diet for 2 months and then with DDC-diet (**panel 2 and 3**) or with normal diet (**panel 1**) for 1 month. Bars represent 50  $\mu$ m.

**Fig. S3. Differentiation potential of CD24<sup>-</sup> and CD24<sup>+</sup> cells in SOX9<sup>+</sup> biphenotypic cells.**

- A. CD24<sup>-</sup> and CD24<sup>+</sup> cells redifferentiate to hepatocytes *in vitro*.** Both CD24<sup>-</sup> and CD24<sup>+</sup> cells are induced to upregulate hepatocyte markers including *Cps1*, *Tdo2*, and *Cyp3* in the presence of OSM and Matrigel (panel 1). They also express C/EBP $\alpha$  and ALB (panel 2). In this culture condition, EpCAM<sup>+</sup> cells did not express hepatocytic markers (panel 1). Cells were isolated from SOX9-EGFP mice fed with DDC-diet for 2W.
- B. CD24<sup>-</sup> and CD24<sup>+</sup> cells do not differentiate to cholangiocyte-like cells *in vitro*.** Both CD24<sup>-</sup> nor CD24<sup>+</sup> cells formed small cysts in 3D culture. In this culture condition, EpCAM<sup>+</sup> cells form large cysts with the central lumen and express CK19.

**Fig. S4. Establishment of cell lines derived from Sox9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> hepatocyte progenitors.**

- A. Sox9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> cells maintain expression of GFP (Sox9) and CD24.** FACS data for clone 2 are shown. Progenies of Sox9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> biphenotypic hepatocytes maintain expression of GFP derived from the transgene in Sox9-EGFP mice and that of CD24 (**panel 2**). In contrast, they are EpCAM<sup>-</sup> (**panel 2**). HPPL, a progenitors derived from E14 hepatoblasts isolated from a wild type mouse, used as a negative control for

GFP (**panel 1**). Sox9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> cells were isolated from Sox9-EGFP mice fed with DDC diet for 2W. After 1 month of clonal culture, colonies were transferred to wells 24-well plate coated with laminin 111.

- B. Proliferation of Sox9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> cells.** Clone 2 and 3 were replated every 3 or 4 days. At replating, we counted the number of cells and plated 2x10<sup>4</sup> cells in a well of 12-well plate coated with laminin 111.
- C. Sox9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> cell hepatocyte progenitor cell line differentiates into mature hepatocytes.** Expression of C/EBPα (green) and CPSI (red) are induced in the presence of OSM and MG. A bar represents 50 μm.
- D. Sox9<sup>+</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> clones form tiny cysts in 3D culture.** Clone 1 and 2 occasionally form cyst structures in 3D culture (**panels 1&2**) in which EpCAM<sup>+</sup> cells form large cysts with a central lumen (**panel 3**). The central lumens of cysts derived from clone 1 and 2 are significantly smaller than those from adult EpCAM<sup>+</sup> cells (**panel 4**). Adult EpCAM<sup>+</sup> cells were expanded on type I collagen gel and then used for 3D culture. Bar represents 100 μm.

**Fig. S5. Cell isolation from the wild type mice fed with DDC-diet.**

- A. The schematic illustration of cell isolation separating MHs from other cell populations.**
- B. The CD31<sup>-</sup>CD45<sup>-</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> fraction does not contain MHs.** The live, singlet cells were used to isolate CD31<sup>-</sup>CD45<sup>-</sup>EpCAM<sup>-</sup>CD24<sup>+</sup> cells. MHs are not included in this fraction (**panels 5~8**).

**Fig. S6. Comparison among MHs, EpCAM<sup>-</sup>CD24<sup>+</sup>, and EpCAM<sup>+</sup> cells isolated from DDC-injured liver.**

MHs are HNF4 $\alpha$ <sup>+</sup> but SOX9<sup>-</sup> (**A-1~4**), whereas EpCAM<sup>-</sup>CD24<sup>+</sup> cells are HNF4 $\alpha$ <sup>+</sup>SOX9<sup>+</sup> (**B-1~4**). On the other hand, EpCAM<sup>+</sup> cells are HNF4 $\alpha$ <sup>-</sup>SOX9<sup>+</sup> (**C-1~4**). Moreover, MHs are significantly larger than EpCAM<sup>-</sup>CD24<sup>+</sup> cells, whereas EpCAM<sup>-</sup>CD24<sup>+</sup> are significantly larger than EpCAM<sup>+</sup> cholangiocytes (**D**). After 2-step collagenase perfusion of DDC-injured liver, MHs were isolated by centrifugation at 50 x g followed by percoll density gradient centrifugation. Cellular fractions eliminated of MHs were used for isolation of EpCAM<sup>-</sup>CD24<sup>+</sup> cells and EpCAM<sup>+</sup> cholangiocytes by FACS. Smear samples were prepared by Cytospin and stained with anti-HNF4a and anti-SOX9 antibodies. Cells in panel 1 are enlarged in **panels 2~4**. Since EpCAM<sup>-</sup>CD24<sup>+</sup> cells on the smear sample were very sparse, cells in 4 different areas in **panel B1** are magnified in **panels B2~4**. Bars in **panels A-1, B-1 & C-1**, and in **panels A-4, B-4 & C-4** represent 100 and 20  $\mu$ m, respectively.

Fig. S1

A

Normal

LacZ

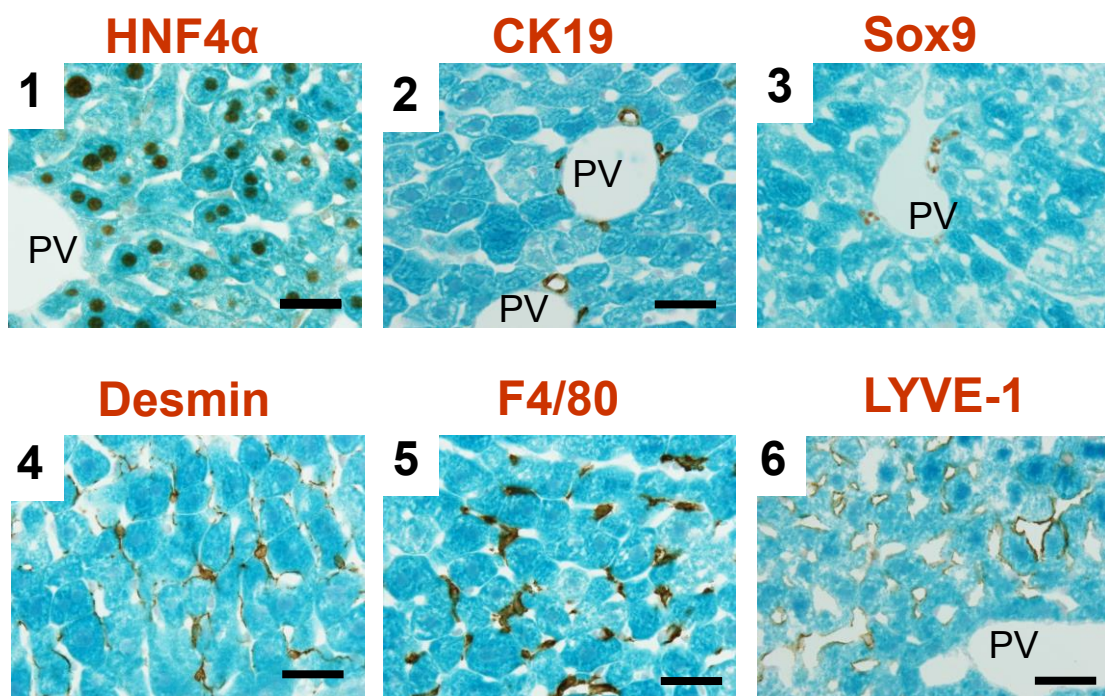

B

DDC injury

LacZ/Sox9/Nuclei

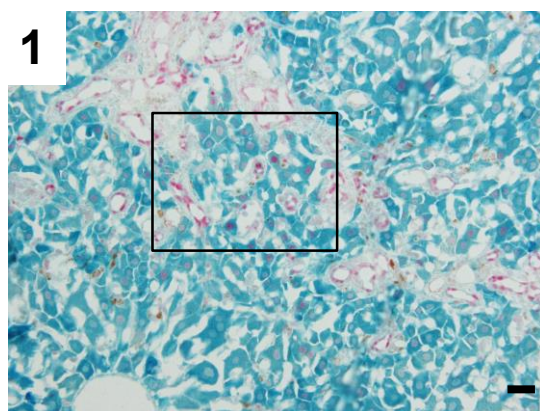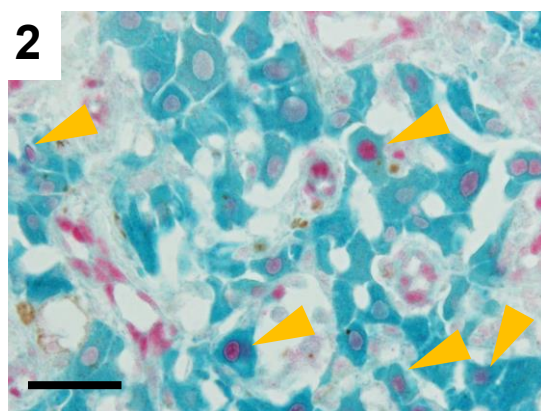

LacZ/CK19/Nuclei

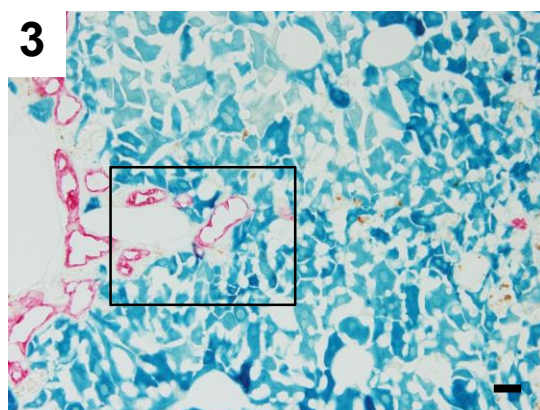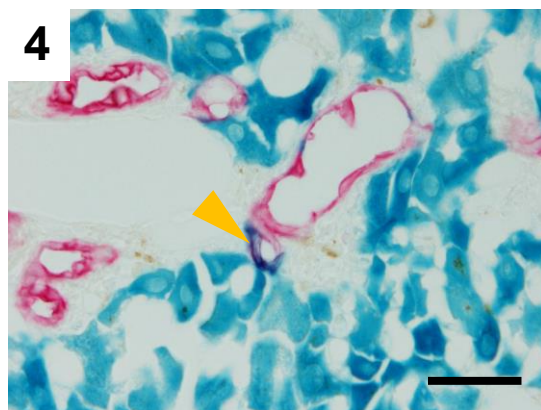

Fig. S2

A

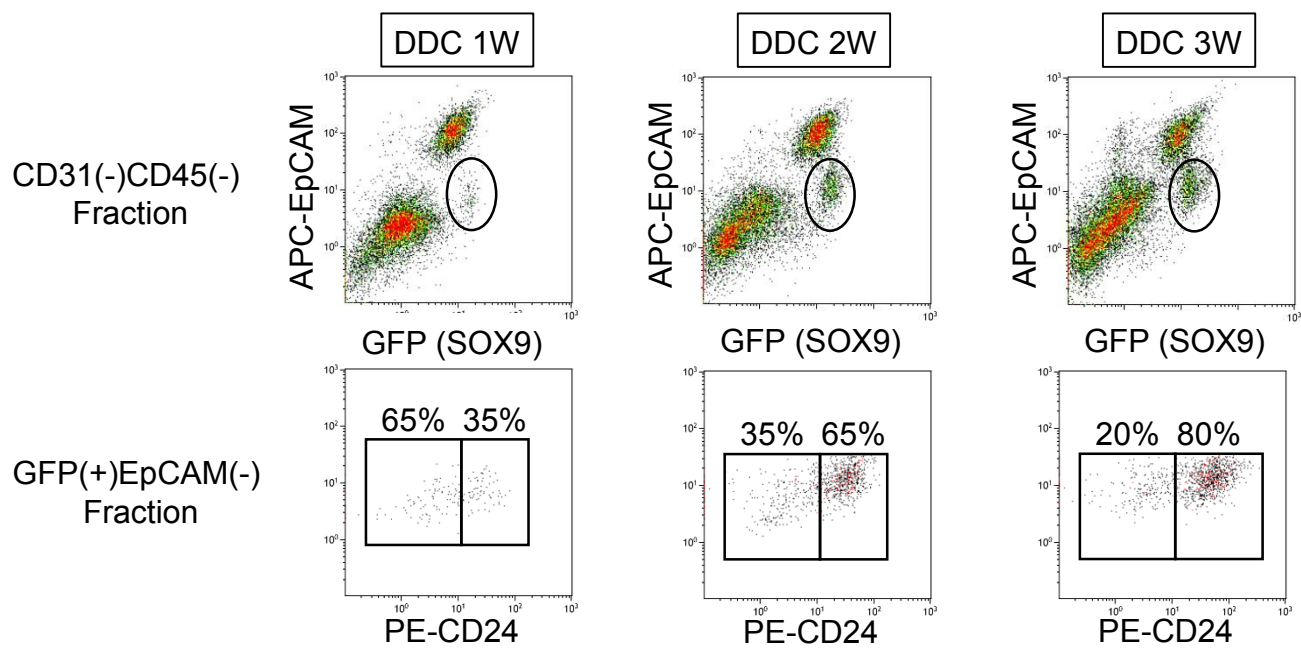

B

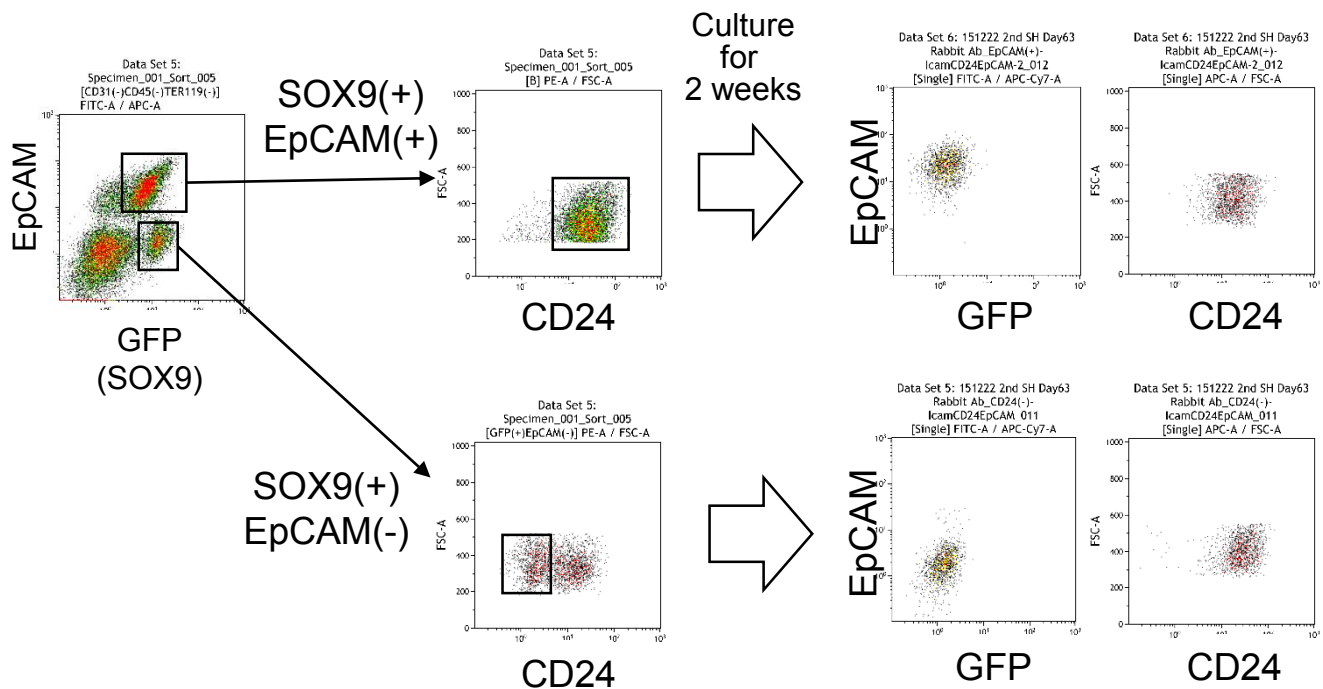

C

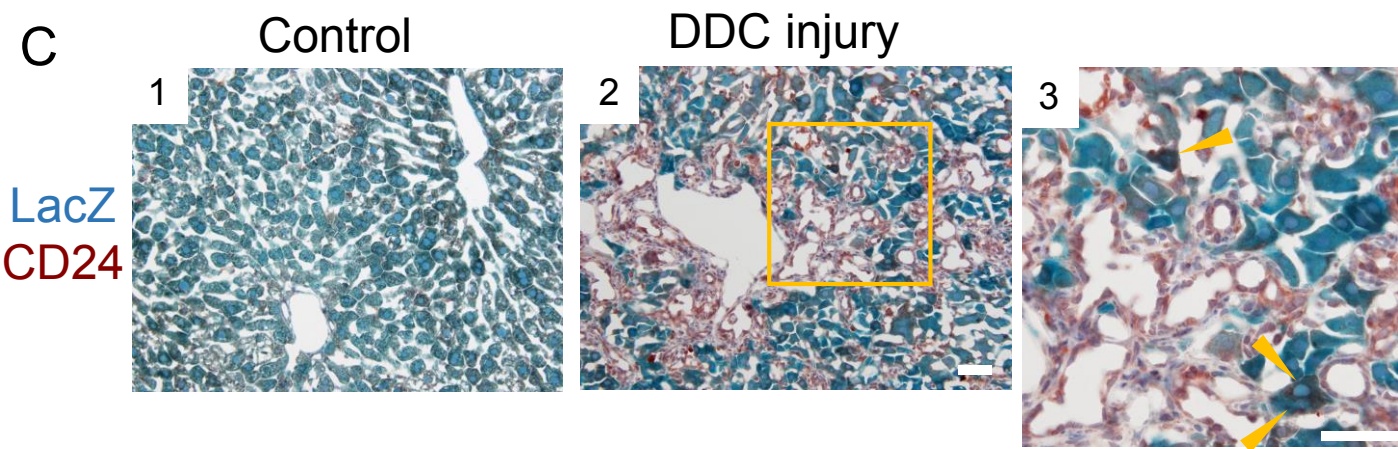

Fig. S3

A

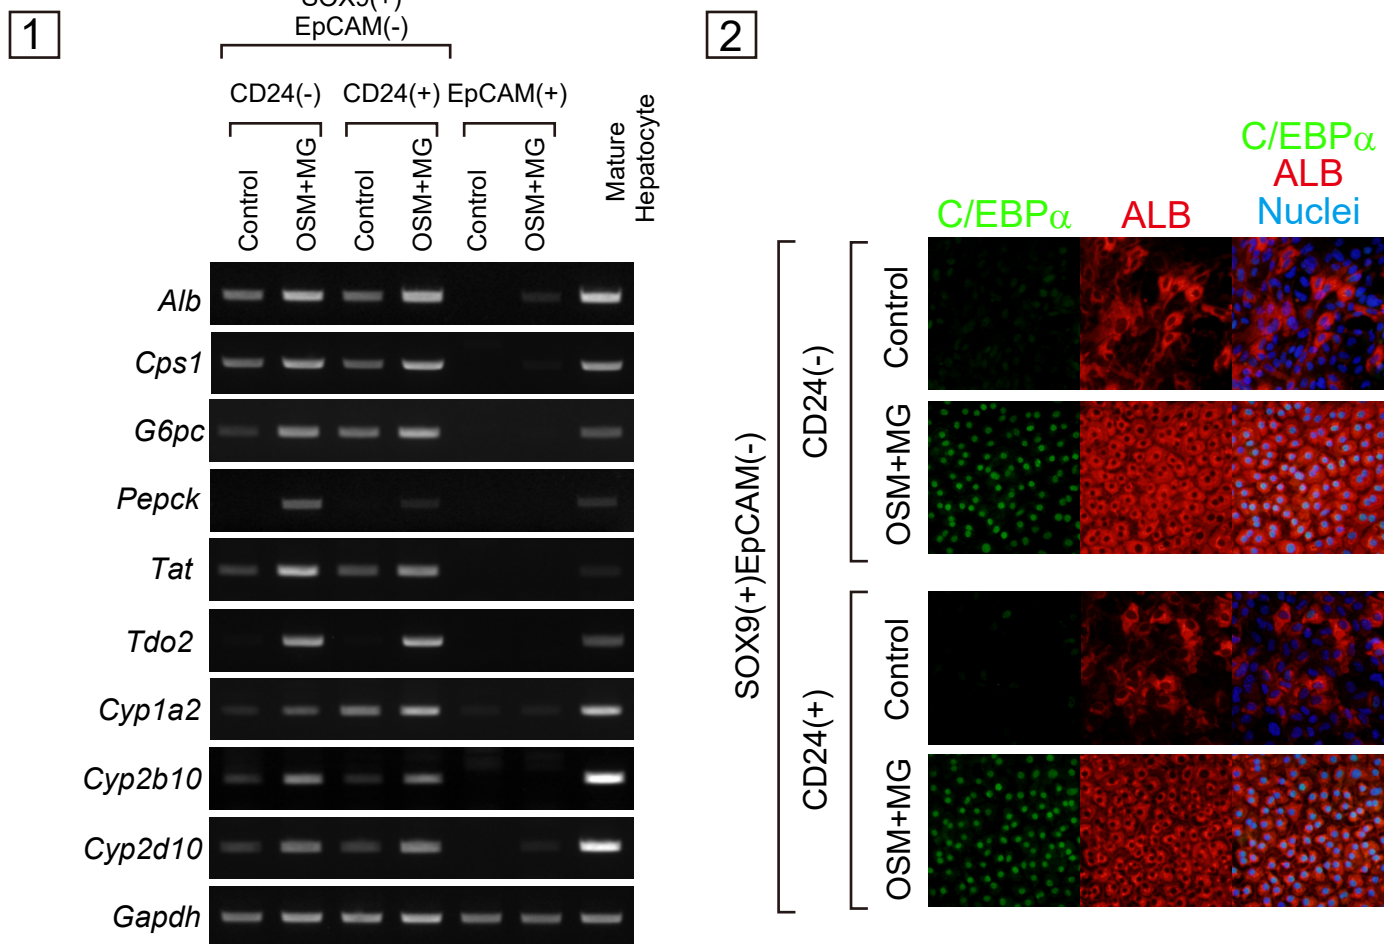

B

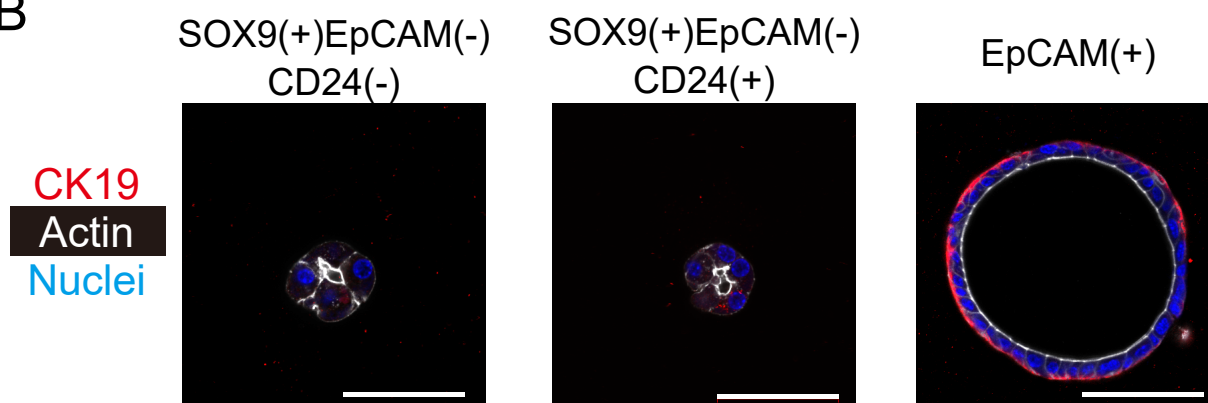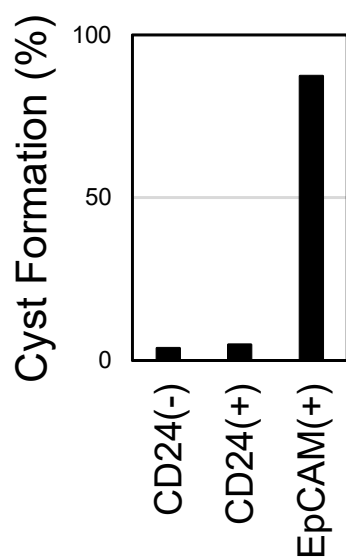

Fig. S4  
A

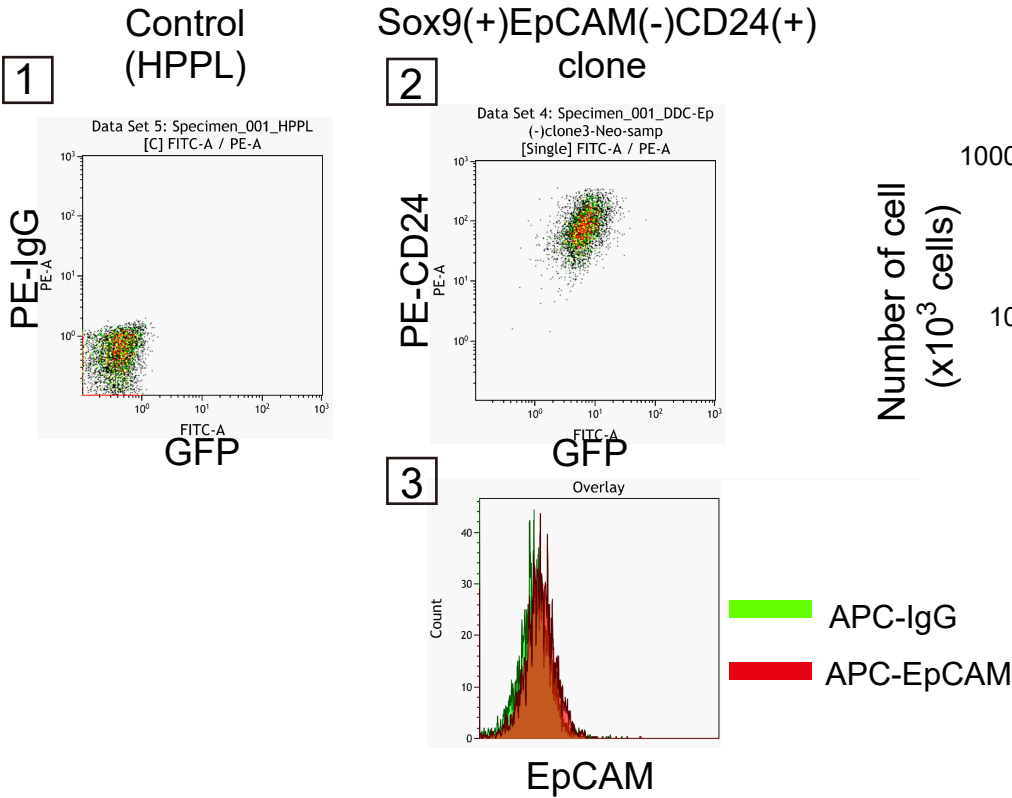

B

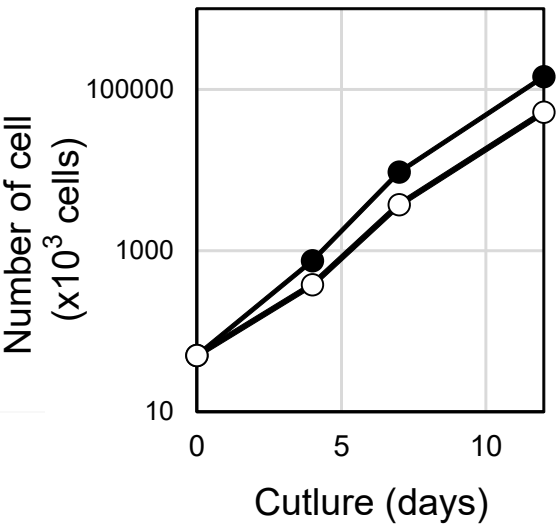

C

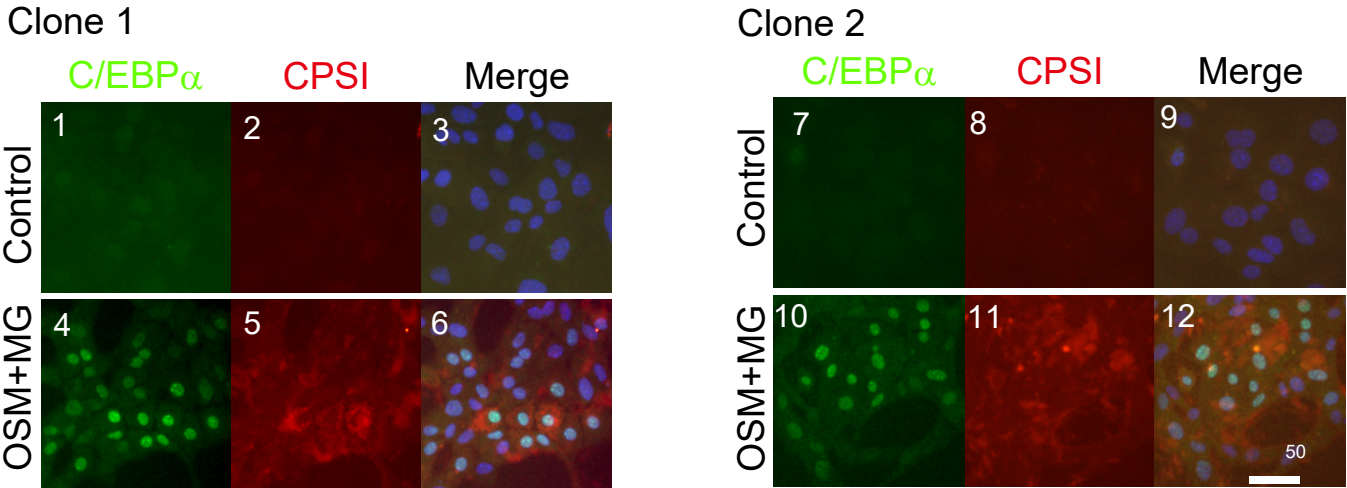

D

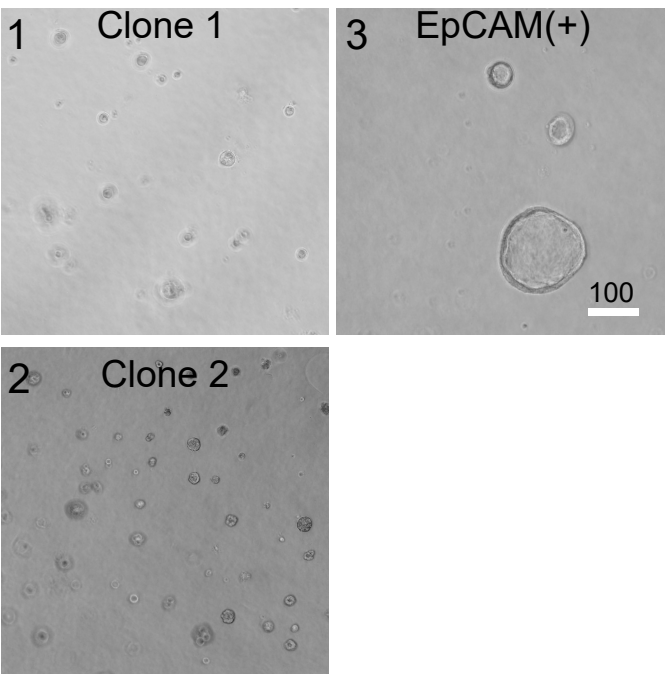

**4**

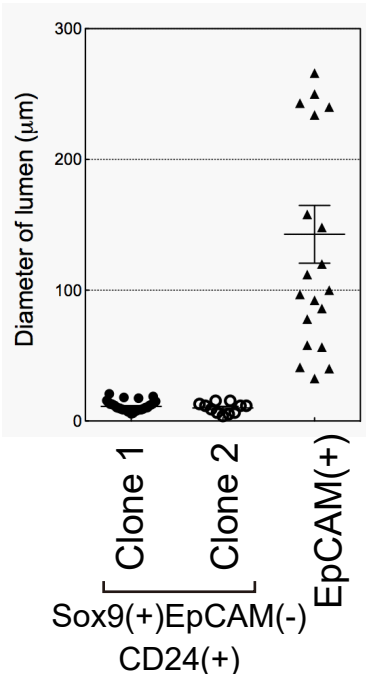

Fig. S5

**A**

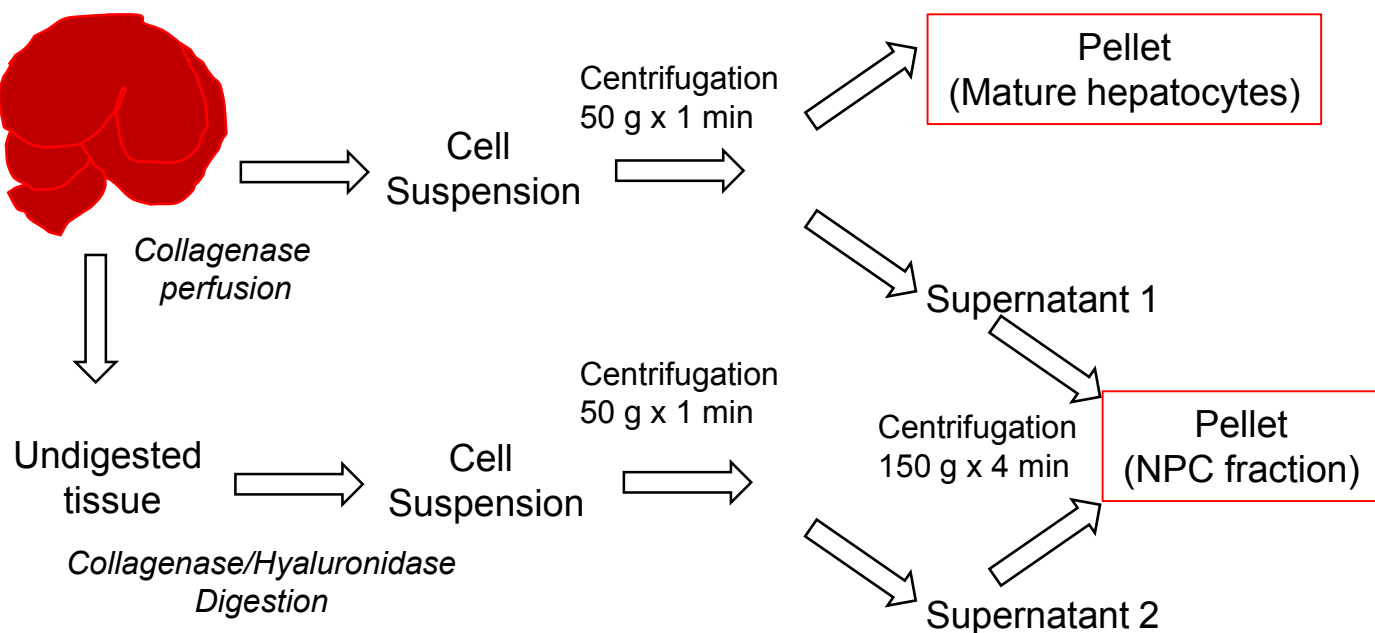

**B**

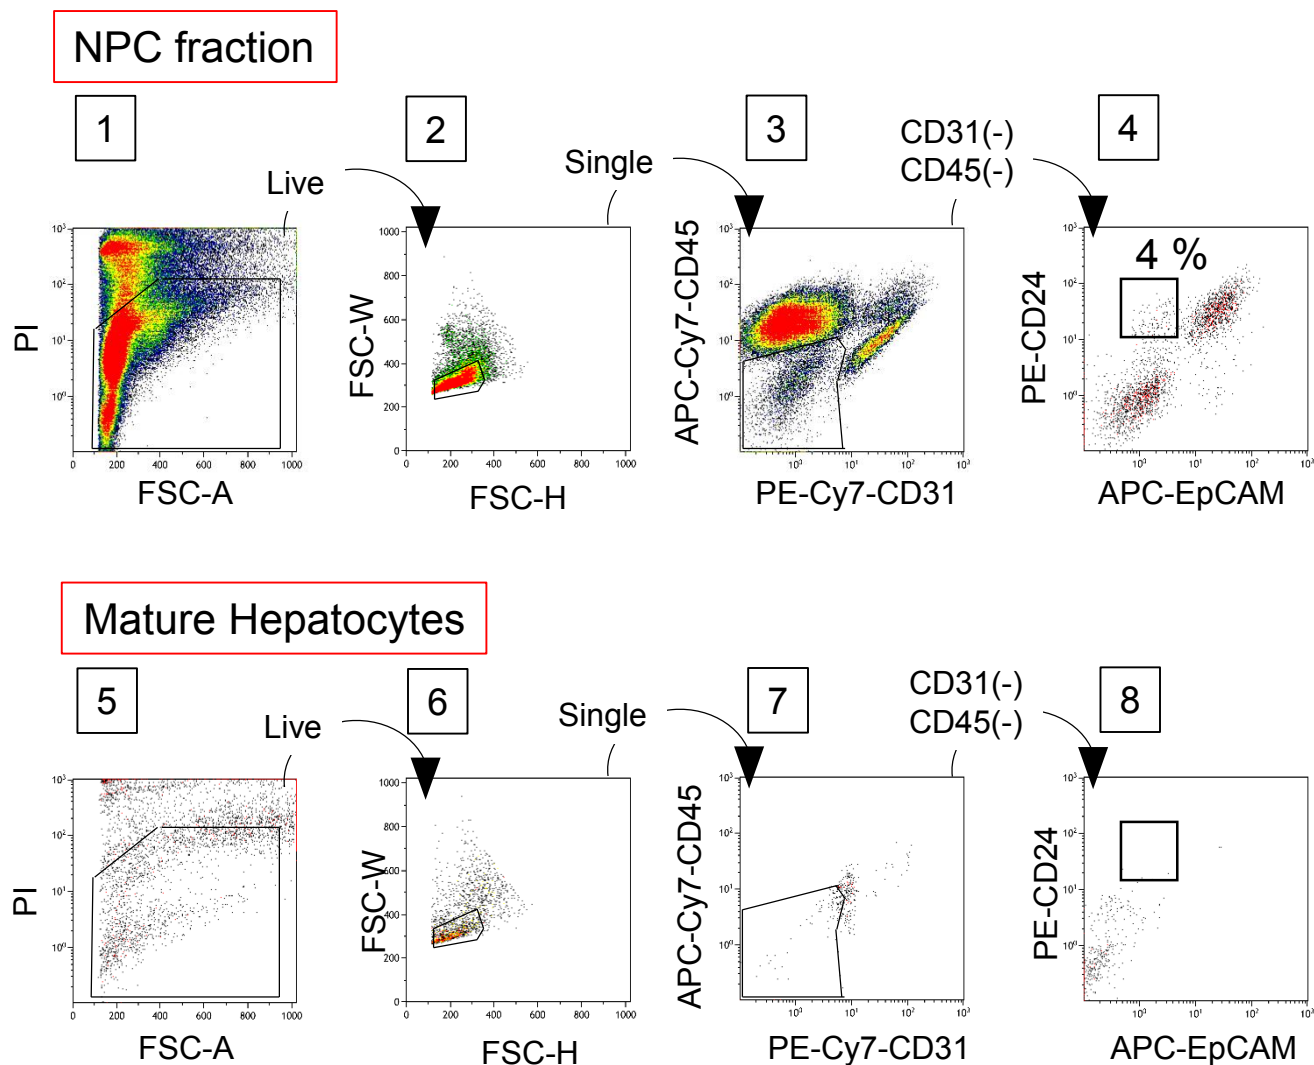

Fig. S6

A

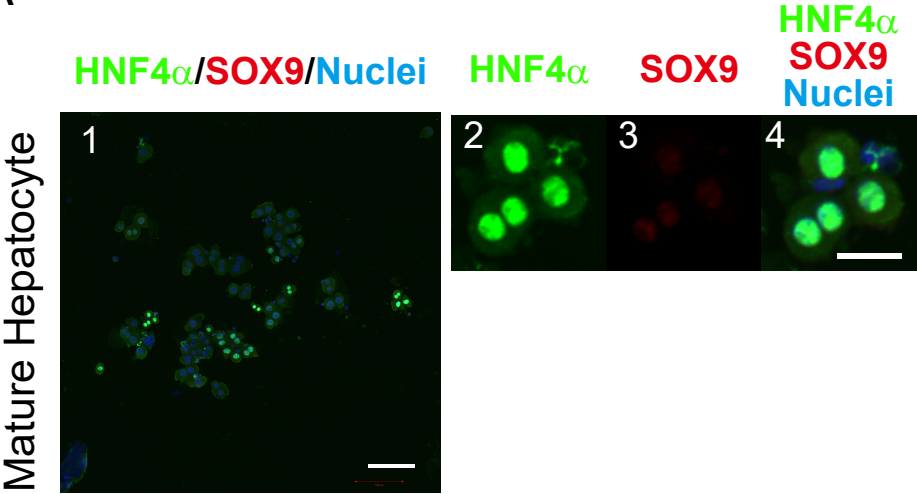

B

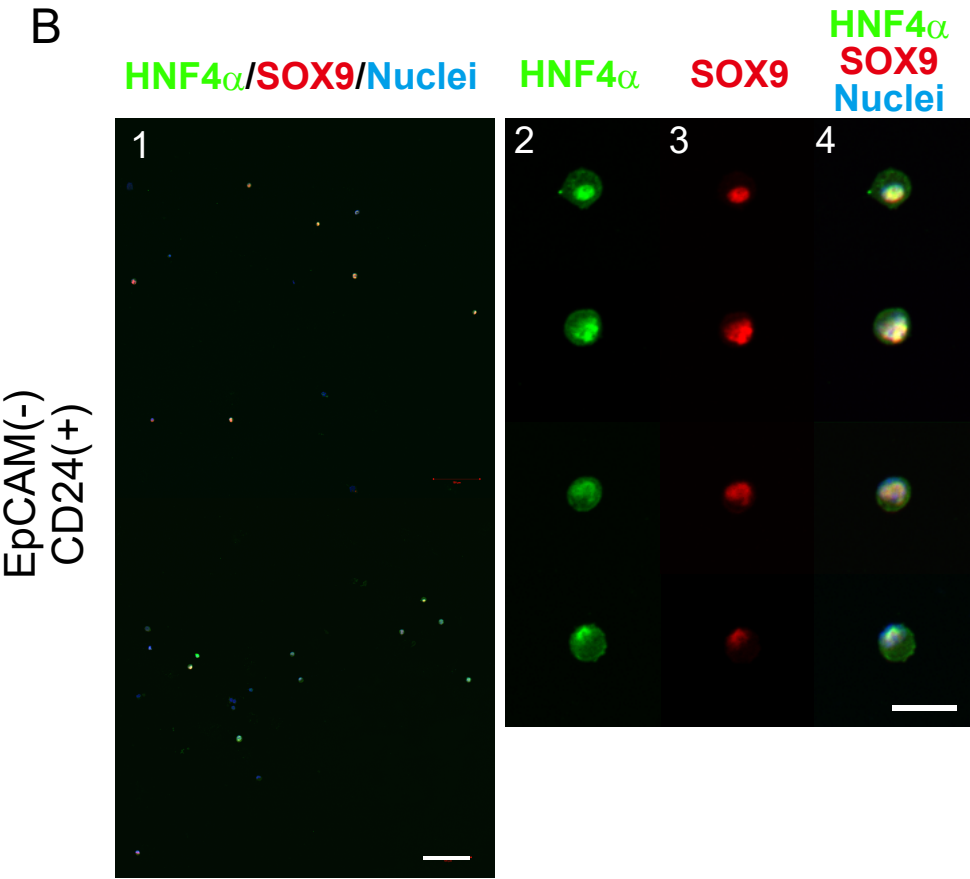

C

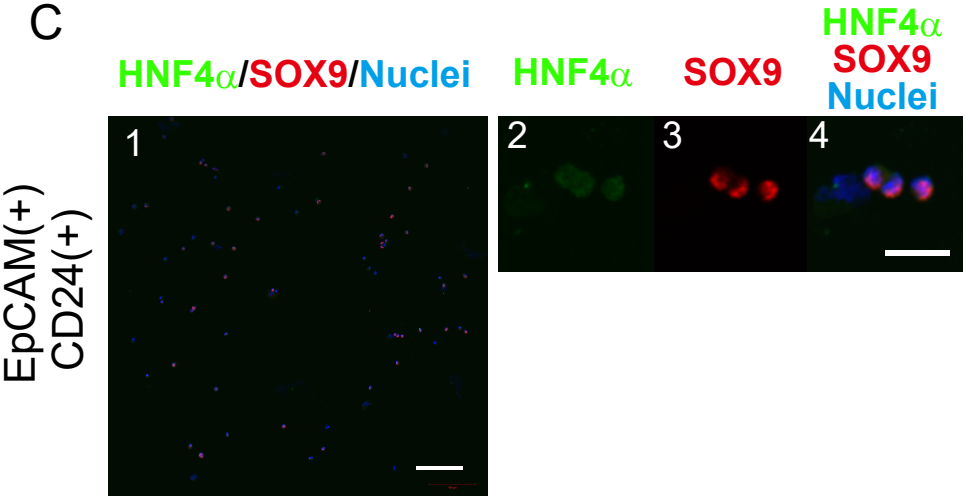

D

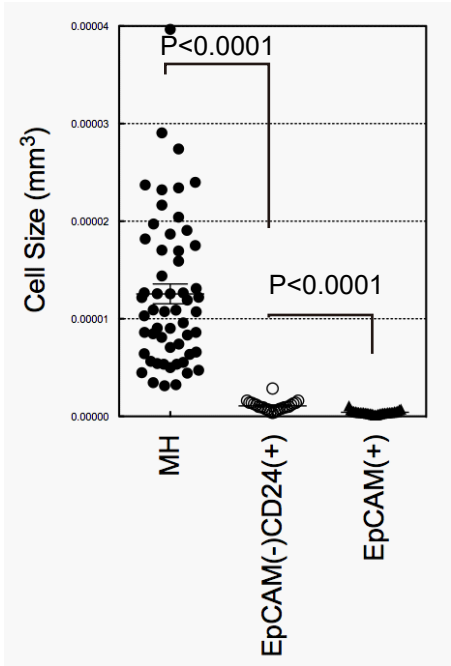

**Supplement:** Supplementary Figures and Tables

How the deposited data were processed for this re-analysis (not part of the article)

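The microarray data comprise 2 arrays, 1 of MHs from healthy livers and 1 of Sox9+EpCAM- cells from DDC-injured livers. The number of mice behind each array is not given in the paper's text. Labelling and hybridisation were done by a service provider, and the labels call the labelling protocol undisclosed. The authors deposited, for each array, the spot intensity as Feature Extraction 10.7.3.1 wrote it, with the background subtracted and trends across the slide removed but with no normalization between arrays, together with the mean spot intensity, the local background intensity and the flags of each spot. The authors also deposited a table of ratio values, and a comparison with the scanner values showed that each is the processed intensity divided by the median over the 43020 spots of its array that are not controls (the SD of the log2 factor was 0.0018 on each array). The array design gives probe coordinates on mm9. No column of sample values was left unused.

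Intensities were scaled to the 75th percentile of each array and taken to log2, control spots and spots marked as not uniform or as population outliers on either array were left out, and the spots of a probe were averaged, which left 39390 probes. A gene is its probe with the highest mean over the 2 arrays. Probes not well above background on 1 array entered by a bound against the higher of their own signal and the lowest signal among probes well above background on that array, and genes not well above background on both arrays had no difference. A 4-fold difference was the rule of size. Gene names are those of the array design; of 30153 names, 19975 are current symbols in the RefSeq gene table of GRCm38.p6 and 2279 more are synonyms there, and the names of the design were kept. The genes named in the text are those the paper names, Xist and 4 Y-linked genes as a check of the labels, and the 10 genes with the largest and the 10 with the smallest difference among genes measured on both arrays; other genes were named after their values were seen. The lowest signal well above background was 27.8 on the MH array and 18.4 on the Sox9+EpCAM- array, which sets the smallest level that could be measured.

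For 10 lists of marker genes fixed before the data were examined and 4 lists added afterwards (ductal, fibroblast, female-biased liver and male-biased liver genes), the median log2 difference was set against 10000 random lists of the same size matched on mean expression in 20 bins. This describes the 2 arrays and is no test of the conditions. To look for probes that could bind the transcript of another gene, every probe sequence was searched for stretches of 20 bases shared with a probe of another gene, which 7.19% of 39429 probes have. Probe sequences are not reported here.

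The alternatives were normexp background correction (limma 3.58.1 in R 4.3.3, offset 50), scaling to the median of probes above background on both arrays, quantile normalization, scaling to Gapdh, the median of all probes of a gene, keeping the outlier spots, the deposited table, plain differences without the bound, only genes above background on both arrays, and thresholds of 2-fold and 10-fold. The choice of the probe with the largest difference, its unscaled signals without the bound and the median of all probes with their bounds were added after the data were seen. A value was called moved when it changed by more than 1.5-fold. The slide could not be fitted as a block and no replicate could be left out, since each group has 1 array. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 was used for the rest. The procedure was tested on simulated data, in which the values of the MH array were changed by known amounts in 200 of 30167 genes with noise of 0.1 on the log2 scale. All 162 changed genes measured on both simulated arrays were recovered within 1.5-fold, 87.5% of the changed genes were called at 4-fold, and 0 unchanged genes were. Every simulated change was larger than 4-fold, and the noise was near the spread between spots of an array. False calls could therefore hardly arise. The simulation checks the calculation only and gives no error rate for differences between mice or cell preparations. Immunostaining, FACS, culture, transplantation and quantitative PCR of the paper were not analysed here.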

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

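The tests of Xist, Epcam, the collagens and the immediate early genes were chosen only after the results were seen, as were the sizes that decide them. They describe these 2 arrays, 1 per group.

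Xist, which is transcribed from the inactive X chromosome of females, is a signal in genes the paper does not discuss. It was well above background on the MH array and not on the Sox9+EpCAM- array, a log2 difference of at most -7.30, while Ddx3y and Kdm5d on the Y chromosome were higher on the Sox9+EpCAM- array by at least 3.95 and 3.56. The labels give both samples as male. Of 5 probes of 4 Y-linked genes, 0 were well above background on the MH array and 4 on the Sox9+EpCAM- array, which argues against MH RNA pooled from male and female mice. A swap of the 2 arrays would put the hepatocyte profile on the array labelled Sox9+EpCAM-, but Spp1 was higher there by 6.93 and the enzyme genes of hepatocytes were lower. A candidate explanation is that the MHs came from female mice: the median of 10 female-biased liver genes minus that of the hepatocyte enzymes was -3.71 on the log2 scale, so these genes were higher still on the MH array. The 6 male-biased genes above background had a median of 0.24 and went both ways, but only 4 of them were measured on both arrays. Cyp4a12a and Cyp4a12b were well above background on the Sox9+EpCAM- array only, so their values and this median rest on bounds. Elovl3, Hsd3b5 and Moxd1 were well above background on neither array. The male-biased list therefore does not speak against female MHs. If so, sex differs together with diet and isolation between the 2 arrays, and sex-biased genes cannot be assigned to the injury.

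Epcam was 13.3-fold higher on the Sox9+EpCAM- array, a log2 difference of 3.73, although the cells were sorted as EpCAM-. This differs from the paper's quantitative PCR, in which Epcam was not raised in the CD24- or the CD24+ part of such cells. That PCR used other cell isolations and MHs of DDC-injured livers. EpCAM+ cholangiocytes mixed into the sorted cells may add to it. The other 13 genes of a ductal list had a median of 0.42, with 11 of them higher, and Krt7 and Krt19 stayed within 1.5-fold. A rise of ductal genes in the hepatocytes themselves would look the same, so the mixture and the conversion that the paper studies cannot be told apart.

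Col3a1 was higher by 6.41 on the log2 scale. Fibroblasts mixed into the sorted cells are a candidate explanation, since 12 of 14 genes of a fibroblast list were higher. The list had a median of 2.29, but only 9 of its genes were measured on both arrays. Eln and Mgp, at least 134-fold and 129-fold higher, have only bounds. The mesenchymal list, fixed beforehand, had a lower median of 1.07, with 9 genes higher and 1, Lrat, lower. Expression of collagen and fibroblast genes in the Sox9+EpCAM- cells themselves was not tested and remains open.

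The 10 immediate early genes had a median log2 difference of 4.48, and all 10 were higher. Such genes respond within minutes to stress. The Sox9+EpCAM- cells were sorted by FACS and the MHs were not, and 0 arrays hold cells of DDC-fed mice isolated without FACS, so the longer isolation and the diet cannot be told apart as the source.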

How the results depend on the processing

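The probe with the largest difference, the unscaled signals of that probe without the bound and the median of all probes with their bounds were chosen as alternatives after seeing the data; the other alternatives were set before the data were examined. In 24 comparisons of a value with an alternative, the value moved by more than 1.5-fold, and several of these comparisons concern the same value. They include the gene counts at 2-fold and 10-fold, which a change of threshold moves by construction. Some alternatives cannot move a value by their construction, such as the choice of probe for Cd24a and Cd63, which have 1 probe each, so values that stayed are not counted here. No value reported as at least 4-fold changed sign. Smo and Cd44, which are not 4-fold different by their brightest probes, became more than 4-fold higher when other probes were used. The rank of Cd24a among the genes named Cd followed by a number orders bounds and does not show that it is first. The cause of the moves below was not tested, except where the construction gives it.

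Normexp correction, whose offset compresses low signals, gave log2 differences of 5.91 for Cd24a and 5.34 for Cd63, 612 genes at least 4-fold higher and 660 lower, and an endothelial median of -2.06. Without the bound, Cd24a had 9.72. Quantile normalization gave -0.071 for Smo. The median of all probes gave 3.08 for Smo, which uses an MH signal not well above background, and 2.41 for Cd44, since their probes differ; with the bound of each probe it was at least 2.14 and was 2.44. It also gave medians of -2.64 for the leukocyte and 1.15 for the DDC response list. The probe with the largest difference gave 4.95 for Smo and 4.28 for Cd44, and unscaled signals of that probe without the bound gave 10.30 for Cd24a, 7.73 for Cd63, 7.40 for Smo and 7.14 for Cd44. Only genes above background on both arrays left 758 genes at least 4-fold higher and 914 lower, the second within 1.5-fold of the reported count. Thresholds of 2-fold and 10-fold gave 3319 and 363 genes higher and 3918 and 344 lower.

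Scaling to Gapdh moved the median of genes measured on both arrays by 0.27 and the deposited table by -0.18. Under Gapdh scaling 1650 genes were higher and 1006 lower by at least 4-fold, and in the deposited table 1130 were higher and 1563 lower, against 1309 and 1304 reported. Signal over background limits Cd24a, Cd63, the dimmer probe of Smo and the dimmest probe of Cd44, whose MH level is known only as a bound. The slide as a block and leaving out a replicate were not run. No paired analysis was possible because each group has 1 array.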

Differences from the paper's values

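The fold change of Smo is about 150 in Fig. 2A, the paper's value, and 0.63 here from the brightest probe. The alternatives set before the data were examined that keep this probe also differ from the paper's value. The median of all probes, also set then, gave 8.43, but it uses an MH signal not well above background and is no measured fold; with the bound of each probe, a choice made after seeing the values, it is at least 4.42-fold, which does not exclude the paper's value. The fold change of Cd44 is about 140 in Fig. 2A, the paper's value, and 0.80 here from the brightest probe; every alternative set before the data were examined differs as well, the closest being the median of all probes with 5.31. The probe with the largest difference, a choice made after seeing the values, gave at least 31.0-fold for Smo and at least 19.5-fold for Cd44, and with unscaled signals and no bound, also chosen after seeing the values, 169-fold and 141-fold. These last values lie within 1.5-fold of the paper's, but they divide by MH signals not well above background and are no measured folds.

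For Cd24a the paper's value is about 1400 in Fig. 2A and the bound here is at least 186-fold, which does not exclude it. The plain difference without the bound, set before the data were examined, gave 844-fold, and unscaled signals, chosen after seeing the values, 1265-fold, and these too divide by an MH signal not well above background. For Cd63 the paper's value is about 150 in Fig. 2A and the bound is at least 134-fold. The scale of the values in Fig. 2A is not stated in the paper's text. The paper lists Smo and Cd44 as higher in Sox9+EpCAM- cells, while the brightest probes gave log2 differences of -0.66 and -0.33. Its quantitative PCR also found both genes higher in these cells, though less so than Cd24. Every other probe of Smo and Cd44 rose too, so the difference from the paper is limited to the brightest probes.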

Other observations

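The tests of the Smo and Cd44 probes and the ductal, fibroblast, female-biased and male-biased lists were chosen only after results were seen; the other tests in this part were written before the data were examined, but the sizes that decide them were set afterwards.

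The brightest probes of Smo and Cd44 did not rise, while the probe with the largest difference, with its bound, rose by at least 4.95 for Smo and 4.28 for Cd44 on the log2 scale. Reads of another gene, by cross-hybridization of a probe with a transcript of another gene on the array, are a candidate explanation for the bright probes of Smo and Cd44, since both brightest probes (2 of 2) share 20 bases with a probe of another gene and 0 of the 4 other probes do, against 7.19% of all probes. The transcripts that bind them were not identified.

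Cd24a was higher in Sox9+EpCAM- cells. The paper reports CD24 in ductular cells as well, and the 3 markers chosen beforehand (Epcam, Krt7 and Krt19) were all well above background on the Sox9+EpCAM- array, but only 1 of them, Epcam, was over 1.5-fold higher. This leaves open whether EpCAM+ cholangiocytes mixed into the sorted cells add to Cd24a. Leukocytes as the source of Cd63 and Cd44 are argued against by the leukocyte list, whose median log2 difference was -1.97 with 15 genes lower and 1, Cd68, higher. None of 6 abundant leukocyte genes (Lyz2, Cd74, Tyrobp and the 3 genes of C1q) was higher.

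The genes of hepatocyte enzymes were lower in Sox9+EpCAM- cells, with a median of -2.07 over 17 genes, from -8.58 for Cyp3a11 to -0.35 for Cyp2d10. The secreted proteins of hepatocytes had a median of -0.72 over 16 genes, with -0.87 for Alb. A lower share of hepatocyte RNA would lower both lists alike, and the secreted proteins lay 1.35 above the enzymes, so a lower share alone is argued against. Different losses of single hepatocyte functions and the sex difference of the arrays stay open.

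Whether a global difference in signal makes many genes differ was tested by quantile normalization, under which 92.7% of the genes at least 4-fold different stayed so in the same direction.

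Among the other lists, the cholangiocyte markers had a median of 0.80 (percentile 97.8 among random lists), the mesenchymal list 1.07 (99.9), the DDC response list 0.52 (99.8), the endothelial list -3.02 (0), the erythroid list -1.68 (0.48) and the cell cycle list -0.20 (18.2), which was 0.02 under scaling to Gapdh. The percentiles were 0 for the hepatocyte enzyme, leukocyte and female-biased lists, 0.93 for the secreted proteins, 98.9 for the ductal list, 100 for the fibroblast and immediate early lists and 90.0 for the male-biased list. The female-biased list had a median of -5.78 and the ductal list, with Epcam, 0.57. No biological explanation was tested for the DDC response, endothelial, erythroid and cell cycle lists.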
